# Krüppel-Like Factor 6 Induces RNA Polymerase II Subunit RPB1 to Promote Kidney Injury

**DOI:** 10.1681/ASN.0000000722

**Published:** 2025-05-06

**Authors:** Sian E. Piret, Samaneh DiMartino, Maanasa Hanubal, Merin Davis, Jiakang Wang, Tej Bahadur, Asha Rath, Nehaben A. Gujarati, Bismark O. Frimpong, Robert Bronstein, Monica P. Revelo, Yiqing Guo, Sandeep K. Mallipattu

**Keywords:** AKI, CKD, fibrosis, proximal tubule

## Abstract

**Key Points:**

- Single nuclear RNA sequencing after DNA damage–induced AKI identified an injured proximal tubule cluster with high *Polr2a* (RNA polymerase subunit B1), an RNA polymerase II subunit.
- *POLR2A* knockdown in injured cells decreased inflammatory and fibrotic gene expression, dedifferentiation, DNA damage, and cell cycle arrest.
- RNA polymerase subunit B1 was higher in mice overexpressing transcription factor Krüppel-like factor 6 and associated with worse injury after DNA damage.

**Background:**

Initial proximal tubule cell injury and dedifferentiation contribute to AKI, and persistent dedifferentiation drives fibrosis and CKD. Proximal tubule–specific knockdown of zinc-finger transcription factor *Krüppel-like factor 6* (*Klf6*) attenuates the AKI to CKD transition. Our aim was to study the early transcriptional mechanisms by which KLF6 induction exacerbates proximal tubular injury and eventual fibrosis.

**Methods:**

Aristolochic acid I–treated wild-type and KLF6 overexpression mice underwent single nucleus (sn)RNA-seq and single nucleus assay for transposase-accessible chromatin sequencing (acute phase) and assessment of kidney function, injury, and fibrosis (remodeling phase). *POLR2A* was knocked down in human kidney cells and cell number, gene expression, differentiation, DNA damage, and cell cycle assessed. Kidney sections from fibrotic mouse models and human CKD secondary to aristolochic acid and diabetes were assessed for RNA polymerase subunit B1 (RPB1) expression.

**Results:**

snRNA-seq identified an injured proximal tubule cluster with high expression of *Klf6* and RNA polymerase II subunit a (*Polr2a*) encoding RPB1. After injury, RPB1-positive cells accumulated and were associated with dedifferentiated proximal tubules. *POLR2A* knockdown in injured cells increased cell death, but reduced inflammatory and fibrotic gene expression, dedifferentiation, DNA damage, and G2/M cell cycle arrest, with a transcriptional switch from long genes to short genes. Single nucleus assay for transposase-accessible chromatin sequencing demonstrated an open chromatin region in *Polr2a* intron 1 in injured proximal tubule cells, containing a KLF6-binding site. Knockdown of *KLF6* reduced *POLR2A* induction, while proximal tubule–specific *KLF6* further increased *Polr2a* levels after injury. Mice with tubule-specific *KLF6* induction had more RPB1-positive proximal tubules and more injury post-AKI. Human kidney samples with DNA damage–induced CKD and diabetic kidney disease also had high *POLR2A*/RPB1 expression in dedifferentiated proximal tubule cells.

**Conclusions:**

Prolonged high expression of RPB1 is associated with dedifferentiated proximal tubule cells. Mice overexpressing *KLF6* had higher expression of RPB1 and worse kidney injury after DNA damage.

## Introduction

CKD has a prevalence in the US population of approximately 15% and causes significant morbidity and mortality. CKD may develop after AKI, due to ischemia, environmental or medical toxins, or sepsis.^1^ The proximal tubule is particularly susceptible to AKI, due to high metabolic demand and critical role in excretion of toxins. Injured proximal tubule cells are key drivers of the inflammatory and fibrotic processes occurring in AKI.^2^ During injury, proximal tubule cells dedifferentiate and can re-enter the cell cycle, proliferate, and repair tubular structures that are lost through cell death.^3^ Thus, initial proximal tubular dedifferentiation is likely necessary for adaptive repair after AKI. However, a maladaptive dedifferentiation state can result from G2/M cell cycle arrest, and arrested cells promote fibrosis through expression and secretion of factors such as connective tissue growth factor (CTGF) and TGF-*β*.^4–7^ The factors and pathways controlling proximal tubular adaptive versus maladaptive dedifferentiation and redifferentiation after injury are not fully understood.

DNA damage can result directly from medical therapies such as chemotherapeutics (*e.g*., cisplatin) or naturally occurring toxic compounds such as aristolochic acid I (AAI), or indirectly in other types of AKI such as in ischemia-reperfusion injury, due to production of reactive oxygen species.^8^ We previously demonstrated that mice with proximal tubule–specific knockdown of the transcription factor Krüppel-like factor 6 (KLF6), which is induced in the proximal tubule in injury, were protected from AAI-induced AKI and fibrosis.^9^ Furthermore, mice with global human *KLF6* expression (h*KLF6*^OE^ mice) had exacerbated proximal tubule injury and AKI post–AAI treatment. However, *Klf6* is expressed in multiple cell types within the kidney. We therefore sought to determine early proximal tubule–specific pathways driven by KLF6 in DNA damage–induced kidney injury, and the consequences of these early KLF6-induced pathways for the resulting kidney fibrosis.

## Methods

Additional details regarding methods including snRNA-seq, single nucleus assay for transposase-accessible chromatin sequencing (snATAC-seq), and associated analyses, histologic analyses, and cell culture studies are provided in the Supplemental Material.

### Study Approvals

Mouse procedures were approved by the Stony Brook University Institutional Animal Care and Use Committee. National Institutes of Health Guide for the Care and Use of Laboratory Animals was followed. Human AA kidney tissue specimens were fully deidentified and came from a previously published dataset.^10,11^ Deidentified human diabetic kidney disease (DKD) biopsy samples from University of Utah were scored for fibrosis by a renal pathologist (M.P. Revelo). Control kidney biopsy specimens were acquired from the unaffected pole of kidneys that were removed because of renal cell carcinoma. The study was approved by the Stony Brook University Institutional Review Board (798611).

### Mouse Models

Control (wild-type or TRE-h*KLF6*) mice or doxycycline-treated mice with global (CMV-chicken beta-actin–reverse tetracycline-controlled transactivator; TRE-h*KLF6* = h*KLF6*^OE^)^9^ or tubular (*Pax8*-rtTA; TRE-h*KLF6*=h*KLF6*^TOE^) overexpression of human *KLF6* were administered AAI, repeated low-dose cisplatin (RLDC), or underwent unilateral ureteral obstruction (UUO), as previously reported.^9,12,13^

### Cell Culture Studies

Human kidney 2 (HK-2) cells treated with scrambled (control) or *POLR2A* short interfering RNAs and DMSO (vehicle) or 25 *µ*M AAI were used for cell proliferation, immunofluorescence, gene expression, and cell cycle analyses.

### Statistical Analysis

The exact test used for each experiment is denoted in the figure legends. All data are expressed as mean±SEM (mice, cells) or box and whiskers, with box edges as 25th and 75th percentiles, whiskers at minimum and maximum, and line at the median (human data). Analyses were undertaken using GraphPad Prism 9 and significance assumed when *P* < 0.05. Sample sizes for h*KLF6*^TOE^ mice studies were calculated based on estimated effect sizes from our previous studies of *Klf6* knockdown and overexpression.^9^

## Results

### Single Nucleus RNA Sequencing Revealed Two Injured Proximal Tubule Clusters after AAI-Induced AKI

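Kidney nuclei of 4 mice were sequenced on the 10x platform, 1 mouse for each of the conditions control, control with AAI, h*KLF6* OE and h*KLF6* OE with AAI. AAI is aristolochic acid I, a toxic compound that causes DNA damage, and the AAI-treated mice were killed 24 hours after 1 injection of 2 mg/kg. The authors counted reads with Cell Ranger on a mouse pre-mRNA reference, which includes intronic reads, left out nuclei with too few or too many genes or a high mitochondrial share, and clustered the rest in Seurat. Removal of doublets is not described for these data. The deposited values are the mean normalized expression of each gene over the nuclei of 1 cluster in 1 mouse, for 23 clusters and 4 mice, so that 92 columns of 19632 gene rows are held. Every column sums to 10000, which is the scale of counts per 10000 per nucleus before any logarithm. Neither the number of nuclei nor the number of counts behind a column is in the table, and the Supplemental Methods give the read depth per nucleus as a range over samples, not by cluster, so no interval for counting error is given. With 1 mouse per condition, no condition has a spread between mice. A model of genotype and AAI without an interaction would leave 1 residual degree of freedom and take any interaction for that spread, and it was not fitted, so every value describes these 4 mice. Expression was compared as the difference of log2 values with a pseudocount of 1, for genes with a value of at least 0.5 on 1 of the sides compared, and a gene was counted as higher or lower from a difference of 0.2. For lists of genes set before the data were examined, the median difference was placed among the medians of 10000 random lists of the same size, matched on mean expression. Genes within a list are not independent replicates, so these percentiles are descriptions and not tests. The clusters were defined by the authors from the same expression values that are compared here. The table has a row for mouse *Klf6* and none for the human transgene. In the mean of the 5 normal proximal tubule clusters, mouse *Klf6* was 0.215 in the control mouse and 0.137 in the h*KLF6* OE mouse without injury.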

To generate hypotheses for early KLF6-driven pathways, we undertook single nucleus RNA sequencing (snRNA-seq) in control and global h*KLF6* overexpression (h*KLF6*^OE^) mice^9^ without injury, and 24 hours after one AAI injection. The single dose caused proximal tubule dilation, loss of brush border, and dedifferentiation, without cell death or functional changes (Supplemental Figure 1). 

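The deposited columns carry cluster numbers without names. Names were assigned by the order of the sheets of the paper's marker table, and this order was checked on the 8 sheets held. For each sheet, the paper's log2 fold changes were correlated across genes with the difference of each numbered cluster from the mean of the others. In 8 of 8 sheets, the number given by the order had the highest Pearson's r, from 0.868 to 0.977, where genes are not independent replicates. The second highest r could lie close, and reached 0.917 in LH-AL-1 against 0.977. For PT-S3-1, number 12, named InjuredPT-B, was second at 0.889 against 0.947. For InjuredPT-A, the second was 0.574 against 0.868. The clusters without a sheet, InjuredPT-B among them, were named by their place in the order and looked at by their markers alone. In Figure 1D, the cell totals printed from InjuredPT-B to IC-B-2 do not stand in the order of the cluster numbers, as those of the other clusters do, so these names are less sure. Marker genes of Figure 1B were then compared between clusters as means over the 4 mice. *Nphs1* was 18.4 in podocytes and 1.61 in the next highest cluster, and *Cd74* was 15.7 in macrophages and 1.46 in the next. *Slc12a1* was highest in LH-AL-1 at 206, *Slc12a3* in DCT at 167, and *Slc5a12* in PT-S1-S2-1 at 55.2. *Cyp7b1* was 41.2 in PT-S3-2 and 8.40 in PT-S3-3. *Cxcl1* was 2.30 in InjuredPT-B and 1.83 in InjuredPT-A, the clusters with its highest means. In the control mouse with AAI, InjuredPT-A ranked first at 4.80 and InjuredPT-B second at 3.75. In the h*KLF6* OE mouse with AAI, InjuredPT-B ranked first at 5.35, and InjuredPT-A at 2.52 was behind PT-S3-3 (2.65) and PT-S3-1 (2.60). The endothelial marker *Flt1* was 22.7 in EC-2, 6.68 in macrophages and 3.80 in EC-1, and *Meis2* was 54.0 in EC-2 and 16.0 in macrophages, so the macrophage cluster also held markers of EC-2. EC-1 also held *Slc5a12* at 17.3.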

Unsupervised clustering generated 23 clusters, which were identified using established cell type markers^14,15^ (Figure 1, A and B). 

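The table holds no number of nuclei, but a mean over few nuclei leaves many genes at exactly 0. In InjuredPT-A, 62.6% of genes were at 0 in the control mouse and 40.8% in the h*KLF6* OE mouse without injury, against 22.5% and 22.2% in their AAI-treated counterparts. In InjuredPT-B, the shares were 51.3% and 55.7% without injury and 27.0% and 29.7% with AAI. In the normal proximal tubule clusters, the share of genes at 0 lay between 15.1% and 23.1% without injury and between 21.0% and 31.3% with AAI. The highest share in any cluster was 63.4%, in macrophages of the control mouse with AAI. These shares depend on the depth of each nucleus as well as on the number of nuclei, and do not give the number of nuclei.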

Two clusters, InjuredPT-A and InjuredPT-B, were found almost exclusively in mice treated with AAI (Figure 1C) and coinciding with decreased numbers of PT-S3 cells (Figure 1D). Consistent with histologic analysis, few infiltrating/inflammatory cells were detected 24 hours post–AAI treatment (Figure 1D).

**Figure 1:**
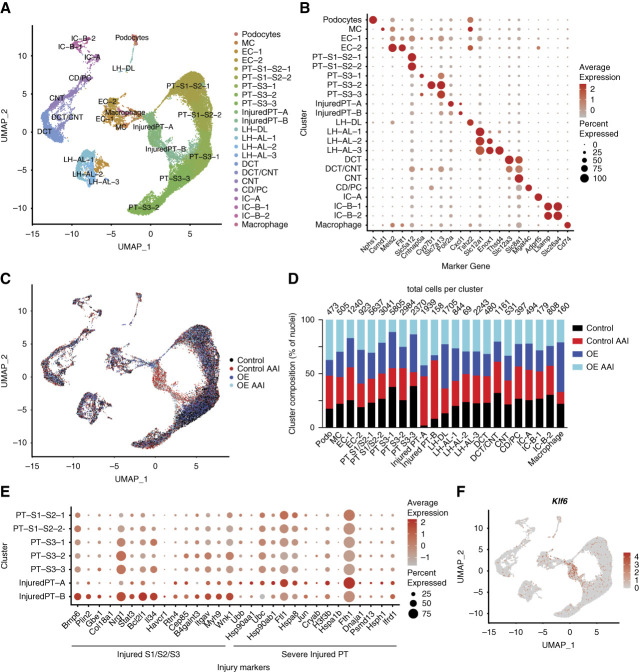
**snRNA-seq of control and h*KLF6***^**OE**^ **mouse kidneys with and without AAI-induced injury.** (A) UMAP plot of the 23 clusters generated by unsupervised clustering of the 34,290 sequenced cells. (B) Cell type–specific marker genes in the 23 clusters. (C) UMAP plot of the 23 clusters colored by the sample of origin. (D) Relative cell type abundance in the four samples. Numbers above the bars indicate the total number of cells in each cluster. (E) Expression of previously reported marker genes from injured S1/S2/S3 and severe injured proximal tubule clusters.^14^ (F) UMAP showing *Klf6* expression levels. AAI, aristolochic acid I; AL, ascending limb; CD/PC, collecting duct principal cell; CNT, connecting tubule; DCT, distal convoluted tubule; DL, descending limb; EC, endothelial cells; IC, intercalated cell; *Klf6*, Krüppel-like factor 6; LH, loop of Henle; MC, mesangial cells; OE, overexpression; PT, proximal tubule; snRNA-seq, single nucleus RNA sequencing; UMAP, uniform manifold approximation and projection.

We first analyzed the effects of h*KLF6* overexpression without injury in normal proximal tubule clusters. Pathway analysis using genes upregulated in h*KLF6*^OE^ versus control mice demonstrated upregulated mitochondrial and ribosomal pathways and downregulated peroxisome proliferator-activated receptor signaling and mitochondrial long chain fatty acid *β*-oxidation in the PT-S3-2 cluster (Supplemental Figure 2, A and B). This may indicate that PT-S3-2 cells were more susceptible to injury in h*KLF6*^OE^ mice versus control mice. 

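In PT-S3-2, 338 genes were higher and 548 lower in the h*KLF6* OE mouse than in the control mouse without injury, of 4047 genes passing the filter. The median difference of all of them was -0.05 on the log2 scale. Of 31 cytosolic ribosomal protein genes that passed, 27 were higher and none lower, with a median difference of 0.30, above all 10000 random lists. With a pseudocount of 0.1, this median was 0.72. The median lay between 0.27 and 0.33 in each of the 5 normal proximal tubule clusters. Of 25 genes of PPAR signaling, 6 were higher and 4 lower, with a median difference of 0.06 at percentile 99.6 of the random lists. Of 11 genes of mitochondrial long chain fatty acid *β*-oxidation, none was higher and 3 were lower, and the median was 0.06 at percentile 95.7. At a minimum value of 2, the latter median was -0.47. *Ehhadh*, a peroxisomal enzyme of fatty acid oxidation on both lists, had the largest fall of each, from 14.0 in control to 5.87 in h*KLF6* OE. Its log2 difference was -1.13. The largest rises of any gene were those of *Bcat1* (1.14), *Aff3* (1.05) and *Nt5e* (0.99), and the largest falls those of *Gclc* (-1.32), *Ehhadh* and *Isoc2a* (-0.98).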

Gene ontology (GO) term analysis of genes upregulated in h*KLF6*^OE^ versus control also highlighted mitochondrial respiratory and metabolic processes (Supplemental Figure 2C).

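The mitochondrial genes were taken as separate lists for the nuclear and the mitochondrial genome. Of 51 nuclear genes of oxidative phosphorylation that passed the filter in PT-S3-2, 30 were higher in the h*KLF6* OE mouse and none lower, with a median difference of 0.24. The largest rise among them was that of *Ndufa4*, from 0.891 to 1.78. Of 11 mitochondrially encoded genes, 9 were higher and none lower, with a median difference of 0.41. The largest rise was that of *mt-Nd2*, from 4.04 to 6.71. Both medians were above all random lists in each of the 5 normal proximal tubule clusters. Mitochondrially encoded transcripts were 1.44% of the counts of PT-S3-2 in the control mouse and 1.97% in the h*KLF6* OE mouse. The 16 clusters outside the proximal tubule showed the same direction for the nuclear list in 16 of 16 and for the mitochondrially encoded list in 15 of 16.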

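The genes shown in Figure 1E were read from the figure, so they are given as values and counts without a percentile. Each injured cluster was compared, within each AAI-treated mouse, with the unweighted mean of the 5 normal proximal tubule clusters of the same mouse. A gene was counted when both mice passed the filter and differed in the same direction. Of the markers of Injured S1/S2/S3, 14 passed in InjuredPT-B, of which 10 were higher and none lower. In InjuredPT-A, 13 passed, of which 4 were higher and 4 lower. *Il34* and *Bmp6* were higher in InjuredPT-B, by 1.39 and 0.70 in the control mouse and by 1.52 and 1.12 in the h*KLF6* OE mouse. *Havcr1*, which encodes kidney injury molecule 1, was higher in InjuredPT-B by 0.28 and 1.08 and in InjuredPT-A by 0.12 and 0.08, but it did not pass the filter in both mice of either cluster. Of the markers of Severe Injured, 14 passed in InjuredPT-A, of which 13 were higher and none lower, and 11 passed in InjuredPT-B, of which 2 were higher and none lower. *Hsp90aa1* was higher in InjuredPT-A by 1.02 and 1.58, and *Ifrd1* by 1.20 and 1.13.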

Cross-matching with a published AKI snRNA-seq dataset showed some similarities between InjuredPT-B and Injured S1/S2/S3 and between InjuredPT-A and Severe Injured or maladaptive proximal tubule post–ischemia-reperfusion injury^14,16^ (Figure 1E and Supplemental Figure 3A). However, owing to the different injury models and timings used, overlap was limited. 

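Mouse *Klf6* (ENSMUSG00000000078) lies on chromosome 13 of GRCm38 from 5861482 to 5870394. In InjuredPT-A its value was 7.46 in the control mouse and 6.68 in the h*KLF6* OE mouse with AAI, the highest of the 23 clusters in both. The mean of the normal proximal tubule clusters of the same mice was 0.406 and 0.327, which makes log2 differences of 2.59 and 2.53. With a pseudocount of 0.1, these were 3.90 and 3.99. In InjuredPT-B the value was 2.00 and 1.75, with log2 differences of 1.09 and 1.05. This was the third highest cluster in each AAI-treated mouse. Mesangial cells were second in the control mouse at 2.85, and macrophages in the h*KLF6* OE mouse at 2.22. By the rise over the same cluster without injury, InjuredPT-B ranked 3 in the control mouse (1.09) and 2 in the h*KLF6* OE mouse (1.26). The InjuredPT-B columns without injury are sparse, with 51.3% of genes at 0 in control and 55.7% in h*KLF6* OE, so these ranks are uncertain. The rank in the control mouse also depends on the pseudocount, which was 1 here.

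**Figure D1:**
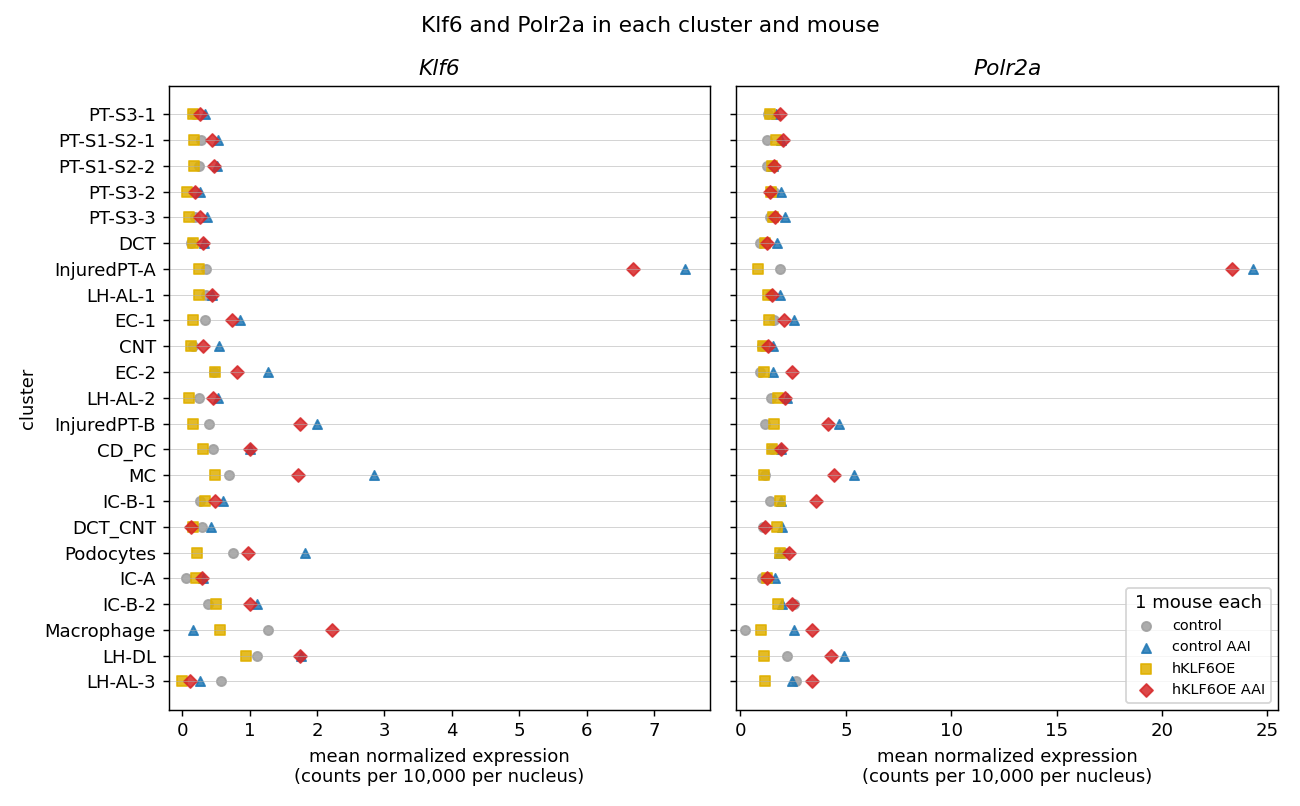
Mean normalized expression of *Klf6* and *Polr2a*, in counts per 10000 per nucleus on the horizontal axes, in each of the 23 clusters on the vertical axis. Each point is 1 mouse, and the points of the 2 AAI-treated mice in InjuredPT-A lie to the right of all others for both genes.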

Confirming previous studies, mouse (m)*Klf6* was upregulated most highly in both the InjuredPT-A and InjuredPT-B clusters (Figure 1F and Supplemental Figure 3B). Pathways and GO terms enriched in normal proximal tubule were mostly absent in the injured proximal tubule clusters. Instead, InjuredPT-A was characterized by mRNA processing and splicing and translation, and InjuredPT-B by p53 signaling, cellular senescence, and cell cycle–related pathways (Supplemental Figure 4). 

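A list of 54 genes of proximal tubule transport and metabolism, set before the data were examined, was compared between the injured and the normal proximal tubule clusters. In InjuredPT-A, 48 passed the filter, of which 34 were lower and 7 higher in both AAI-treated mice. The median difference was -0.85 in the control mouse and -0.55 in the h*KLF6* OE mouse. Ranked by the smaller of the 2 mice's differences, *Keg1* had the largest fall, -2.33 and -2.09, and *Kap* the largest rise, 1.19 and 1.49. In the control mouse alone *Slc5a12* fell more, by -2.52, and in the h*KLF6* OE mouse alone *Slc22a6* rose more, by 1.60. In InjuredPT-B, 47 passed, of which 32 were lower and 1 higher, with medians of -0.54 and -0.66. *Slc5a12* had the largest fall of the list there in both mice, from 28.3 to 6.30 in the control mouse and from 23.8 to 6.31 in the h*KLF6* OE mouse. Against the 3 PT-S3 clusters alone, *Slc5a12* was higher in InjuredPT-B of the control mouse, by 0.44, and the median of the list was -0.16 in that mouse. The genes of branched-chain amino acid catabolism had medians of -0.20 and -0.04 in InjuredPT-A, with 8 of 21 lower, and of -0.06 and -0.19 in InjuredPT-B, with 5 of 20 lower. Of the PPAR signaling genes, 9 were higher and 8 lower in InjuredPT-A, and 4 were higher and 6 lower in InjuredPT-B. Fatty acid *β*-oxidation in InjuredPT-A had medians of 0.21 and 0.26, at percentiles 58.84 and 73.45, with 7 of 16 genes higher and 3 lower. At a minimum value of 2, these medians were -0.68 and -0.37. In InjuredPT-B, 1 of 12 was higher and 2 lower. Of 55 nuclear genes of oxidative phosphorylation in InjuredPT-A, 39 were higher and none lower, with medians of 0.32 and 0.53. These medians lay at percentile 87.7 of the random lists in the control mouse and above all of them in the h*KLF6* OE mouse. In InjuredPT-B, none of 40 was higher or lower in both mice.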

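Each injured cluster was also compared with the mean of the other 22 clusters of the same AAI-treated mouse, a comparison added after the data were seen. In InjuredPT-A, 74 genes of mRNA splicing and processing had a median difference of 0.46 in both AAI-treated mice, and 31 translation factors one of 0.68 in the control mouse and 0.56 in the h*KLF6* OE mouse. The cytosolic ribosomal proteins had medians of 0.37 and 0.43. In InjuredPT-B, the splicing list had medians of 0.13 and 0.10, at percentiles 71.3 and 52.6 of the random lists, and the ribosomal proteins 0.01 and -0.14. The targets of p53 had medians of 0.44 and 0.40 in InjuredPT-B, above all 10000 random lists in both mice. In InjuredPT-A the same comparison gave p53 medians of 0.88 and 0.77, from 27 genes, also above all 10000 random lists in both mice. The p53 targets were thus not specific to InjuredPT-B, and their medians were larger in InjuredPT-A. Of the proximal tubule list, 45 genes passed, with medians of -0.08 and 0.12 in InjuredPT-A (percentiles 22.0 and 80.4) and of 0.25 and -0.03 in InjuredPT-B (percentiles 97.6 and 1.40). The 7 genes of the G2/M phase that passed in InjuredPT-B had medians of 0.13 and 0.21, at percentiles 80.3 and 92.4.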

Analysis of genes upregulated and downregulated in InjuredPT-A and InjuredPT-B versus normal proximal tubule clusters confirmed that normal proximal tubule metabolic and transport pathways were downregulated, while mRNA processing, splicing, and translation, and p53, Mapk signaling, and inflammatory pathways were upregulated in InjuredPT-A and InjuredPT-B, respectively (Figure 2A). 

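In InjuredPT-A, 5008 genes passed the filter in both AAI-treated mice, of which 2167 were higher and 1350 lower than in the normal proximal tubule clusters. The median difference of all of them was 0.19 in the control mouse and 0.15 in the h*KLF6* OE mouse, and after centring on it 1480 genes were higher and 1767 lower. In InjuredPT-B, 4148 genes passed, with 971 higher and 543 lower, and medians of 0.11 and 0.10. After centring, 410 were higher and 749 lower. A log2 threshold of 1 moved the counts most, to 192 higher and 264 lower in InjuredPT-A and 8 higher and 32 lower in InjuredPT-B. The clusters shared 563 of the higher and 495 of the lower genes.
In InjuredPT-A, the genes of mRNA splicing and processing had a median difference of 0.50 in the control mouse and 0.55 in the h*KLF6* OE mouse, with 58 of 74 higher and 2 lower in both. With a pseudocount of 0.1, these medians were 0.94 and 0.88. The translation factors had medians of 0.69 and 0.67, with 29 of 32 higher. All 46 cytosolic ribosomal protein genes that passed were higher, with medians of 0.46 and 0.60. In InjuredPT-B, the splicing list had medians of 0.19 and 0.17, with 16 of 62 higher, and the translation factors 0.27 and 0.15. The p53 targets had medians of 0.46 and 0.39 in InjuredPT-B, with 15 of 20 higher. The list of MAPK signaling and inflammation had medians of 0.53 and 0.47, with 13 of 14 higher. In InjuredPT-A, p53 targets had medians of 0.79 and 0.75, with 22 of 26 higher, and the MAPK and inflammation list 0.70 and 0.69, with 15 of 19 higher. At a minimum value of 2, the latter was -0.02 in the h*KLF6* OE mouse.
The genes with the largest rise in InjuredPT-A, ranked by the smaller of the 2 mice's differences, were *Polr2a*, the antisense transcript Gm28153, *Klf6*, Gm3448 and the antisense transcript Gm27003. Gm28153 overlaps *Crispld1* and Gm27003 overlaps *Gabpb1*. The largest falls were those of *Gramd1b* (-3.24), *Ghr* (-2.81), *Esrrg* (-2.74), *Pde4d* (-2.68) and *Snx29* (-2.61). In InjuredPT-B, the largest rises were those of *Il34*, *Plin2* (1.31), *Abcb1b* (1.17), *Cxcl1* (1.17) and *Ypel2* (1.15). The largest falls were those of *Cyp7b1* (-2.86), *Rnf24* (-2.07), *Slc5a12*, *Fhit* (-1.62) and *Gpm6a* (-1.58).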

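Against the normal proximal tubule clusters of the same mice, 17 Hnrnp genes passed the filter in InjuredPT-A, of which 14 were higher and none lower. Their median difference was 0.46 in the control mouse and 0.59 in the h*KLF6* OE mouse, at percentiles 95.9 and 99.3 of the random lists. *Hnrnpa3* rose most in both mice, from 1.46 to 6.85 in the control mouse and from 1.32 to 6.16 in the h*KLF6* OE mouse. Of 9 Srsf genes, 8 were higher and none lower, with medians of 0.87 and 0.71. *Srsf1* rose most when ranked by the smaller of the 2 differences, by 1.41 and 1.21, and *Srsf7* rose more in the control mouse, by 1.46, and less in the h*KLF6* OE mouse, by 1.04. All 17 genes shown in Figure 2B passed, of which 15 were higher in both mice. *Elavl1* and *Srrm1* were higher by 0.2 or more in the control mouse alone. *Pcf11* was higher by 2.11 and 1.98. Of the other RNA polymerase II subunits, 4 passed and were higher. With *Polr2a* included, the 5 genes had a median of 0.29 in the control mouse and 0.80 in the h*KLF6* OE mouse, at percentiles 58.905 and 99.965. In InjuredPT-B, 10 of the 17 genes of Figure 2B were higher, and the median of the Hnrnp genes was 0.20 and 0.19.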

In InjuredPT-A cells, upregulated genes in the mRNA-related pathways included heterogeneous nuclear ribonucleoproteins (Hnrnp's), splicing-related factors (Srsf's), and *Polr2a*, which encodes RNA polymerase subunit B1, the largest subunit of RNA polymerase II (RNAPII; Figure 2B). 

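AAI was compared with no injury within each genotype, in the mean of the 5 normal proximal tubule clusters. In control mice, 475 genes were higher and 456 lower with AAI, and in h*KLF6* OE mice 807 were higher and 636 lower. Of 17 p53 targets, 10 were higher and none lower in control, with a median difference of 0.43. In h*KLF6* OE, 11 of 17 were higher and none lower, with a median of 0.57. With a minimum value of 2, which leaves few members, these medians were 1.36 and 1.67. *Mdm2*, a p53 target, had the largest rise of the list, from 0.970 to 4.50 in control and from 0.841 to 4.86 in h*KLF6* OE. The median of the p53 targets was above 0 in 5 of 5 clusters of both genotypes. The genes of proximal tubule transport and metabolism had a median of -0.08 in control and -0.11 in h*KLF6* OE, with 19 and 22 of 50 lower. Fatty acid *β*-oxidation had medians of 0.06 and -0.11, PPAR signaling 0.03 and -0.06, and branched-chain amino acid catabolism 0.00 and -0.14. With a minimum value of 2, the median of fatty acid *β*-oxidation in control was -0.36. The list of MAPK signaling and inflammation had medians of 0.13 and 0.20. Mitochondrially encoded genes were lower with AAI, with medians of -0.39 and -1.06.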

Significantly upregulated and downregulated genes in PT-S1-S2 and PT-S3 clusters from AAI-treated mice versus uninjured also showed upregulated p53 signaling and cell cycle–related and downregulated metabolic pathways, similarly to the InjuredPT-B cluster (Supplemental Figure 5A). 

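The phase of each nucleus cannot be derived from mean values and was not analysed here. Of 43 genes of the S phase, 2 passed the filter in InjuredPT-A and 1 in InjuredPT-B, which was too few for a median. *Slbp* and *Nasp* were higher in InjuredPT-A than in the normal proximal tubule clusters, by 0.73 and 0.51 in the control mouse and by 0.76 and 0.49 in the h*KLF6* OE mouse. Of 54 genes of the G2/M phase, 9 passed in InjuredPT-A, of which 4 were higher and 1 lower. Their medians were 0.26 and 0.19, at percentiles 50.8 and 45.9 of the random lists. In InjuredPT-B, 7 passed, of which 2 were higher and none lower, with medians of 0.16 and 0.23 at percentiles 63.3 and 90.0. Most genes of both lists lay under the minimum value at this depth.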

There were small changes in cell cycle phase in InjuredPT-A and InjuredPT-B cells, with increases in S and G2/M phases (Supplemental Figure 5, B and C). To validate our findings, we reanalyzed data from an independent DNA damage–induced AKI scRNA-seq dataset, using cisplatin for 48 hours^17^ (Supplemental Figure 6). Subclustering of the proximal tubule clusters revealed injured clusters highly expressing *Krt20*, one of which also showed high *Klf6* and *Polr2a* expression. Pathway and GO analyses for this cluster versus the other proximal tubule clusters showed downregulation of metabolic processes and upregulation of mRNA processing pathways, similar to the InjuredPT-A cluster after AAI.

**Figure 2:**
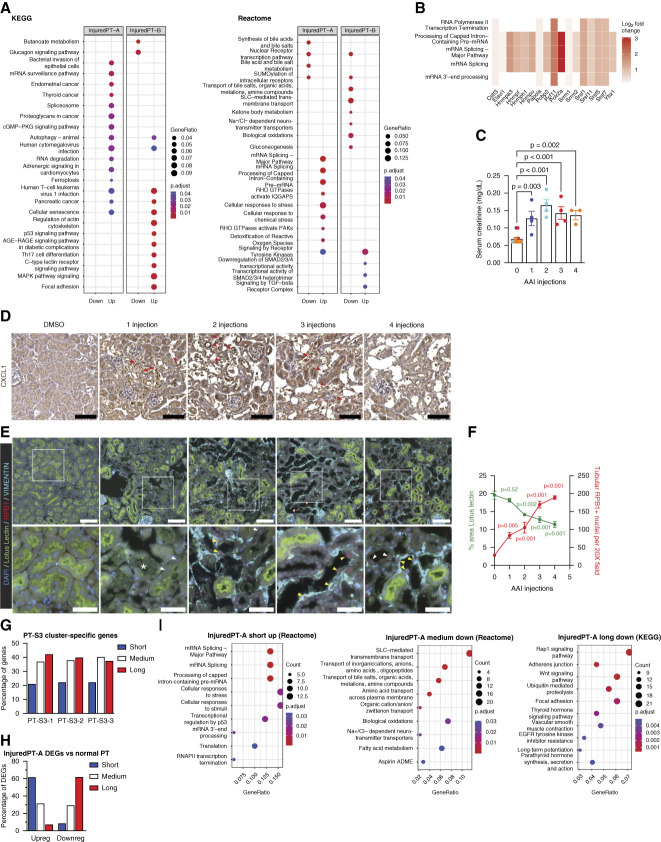
**Pathway analysis and cell fate of injured proximal tubule cells.** (A) Pathway analysis using DEGs specific to InjuredPT-A and InjuredPT-B clusters versus other proximal tubule clusters. GeneRatio=fraction of DEGs found in each gene set; p.adjust=false discovery rate. (B) DEGs contributing to upregulated Reactome pathways in InjuredPT-A cells. (C–E) Mice were given DMSO (vehicle) or a series of 1–4 AAI injections 3 days apart, with perfusion and collection of kidneys 72 hours after the last injection. (C) Serum creatinine for AAI versus DMSO (0 AAI injections). The zero AAI injections data points are amalgamated from one to four DMSO injections, colored to match the AAI doses. (D) Immunohistochemistry for CXCL1. Nuclei are counterstained with hematoxylin; scale bars=100 *µ*m. Red arrowheads: positivity for CXCL1. (E) Immunofluorescent staining for RPB1 and vimentin, with counterstaining for LL and DAPI in the time course of serial AAI injections. Scale bars=100 *µ*m (top) and 50 *µ*m (bottom). Asterisks: dying proximal tubule; white arrowheads: dedifferentiating proximal tubule (loss of LL brush border staining); yellow arrowheads: dedifferentiated proximal tubule (vimentin-positive). (F) Quantification of percentage area staining for LL and number of RPB1-positive tubular nuclei per 20× field in the time course of AAI injections. (C and F) One-way ANOVA with Dunnett multiple comparisons test. (G) Gene length categories of cluster-specific genes in normal PT-S3 clusters. (H) Length categories of differentially expressed genes in InjuredPT-A. (I) Pathway analyses of the upregulated short genes and downregulated medium and long genes in InjuredPT-A. AGE-RAGE, advanced glycan end products-receptor for advanced glycan end products; DAPI, 4′,6-diamidino-2-phenylindole; DEG, differentially expressed gene; EGFR, epidermal growth factor receptor; IQGAP, IQ motif containing GTPase-activating protein; KEGG, Kyoto Encyclopedia of Genes and Genomes; LL, lotus lectin; MAPK, mitogen-activated protein kinase; RHO, RAS homolog; RNAPII, RNA polymerase II; RPB1, RNA polymerase subunit B1; SLC, solute carrier; SUMO, small ubiquitin-like modifier.

### InjuredPT-A and InjuredPT-B Clusters Had Different Fates

To determine the fates and potential contributions of the two injured proximal tubule clusters to fibrosis, we undertook immunofluorescence/immunohistochemical analyses for the top markers in InjuredPT-A (RPB1) and InjuredPT-B (CXCL1) across a time course of 1–4 AAI injections (Figure 2C). CXCL1 was associated with dying proximal tubule cells after one, two, and three injections, which were mostly cleared after four injections (Figure 2D). By contrast, RPB1 (*Polr2a*) was only minimally increased after one injection, and cells with high RPB1 expression had lower lotus lectin (LL) staining indicating early dedifferentiation, whereas tubules undergoing cell death did not have increased RBP1 expression, confirming that CXCL1 and RPB1 were expressed in different cells (Figure 2E and Supplemental Figure 7A). Over time, RPB1 expression became predominantly associated with injured dedifferentiated tubular cells either without LL staining or costaining with injury marker cytokeratin-20 (KRT-20; Supplemental Figure 7B) and vimentin (Figure 2E), suggesting that sustained high RPB1 expression in injured proximal tubules may be associated with dedifferentiation and/or failure of redifferentiation after injury. Fate tracing confirmed that tubules with high RPB1 lacking brush border were dedifferentiated proximal tubules (Supplemental Figure 7C). During the time course, RPB1-positive nuclei increased, whereas LL staining decreased, indicating that proximal tubule cells with RPB1-positive nuclei were preferentially retained relative to proximal tubule loss (Figure 2F). We also confirmed high proximal tubule RPB1 expression in two fibrotic models: RLDC and UUO (Supplemental Figure 8). Previous studies have shown that persistent high RPB1 expression and RNAPII stalling at DNA damage sites may cause a transcriptional switch, whereby short genes (<30 kb genomic span) are preferentially upregulated, whereas medium (>30 to <100 kb) and long (>100 kb) genes are suppressed.^18^ 

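Gene lengths were taken as genomic spans from the GENCODE annotation of GRCm38, in which 98.5% of the gene rows have a span, and the paper's text does not name the build. Genes were called short under 30 kb, long over 100 kb and medium between. As a measure of cluster-specific genes, chosen after the data were seen, genes were counted that were higher by 0.2 or more in a PT-S3 cluster than in the mean of the other 22 clusters in each of the 4 mice. There were 570 in PT-S3-1, 659 in PT-S3-2 and 597 in PT-S3-3. Of those with a span, 25.3%, 26.3% and 26.2% were short, with exact 95% binomial intervals over genes of 21.7% to 29.1%, 23.0% to 29.9% and 22.7% to 29.9%. Medium genes were 38.9%, 40.2% and 39.7%, and long genes 35.9%, 33.5% and 34.1%, with intervals for long genes of 31.9% to 40.0%, 29.9% to 37.2% and 30.3% to 38.1%.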

We therefore analyzed the gene lengths of normally expressed proximal tubule genes and those upregulated and downregulated in InjuredPT-A. In normal PT-S3 clusters, cluster-specific genes were approximately 20% short, approximately 35%–40% medium, and approximately 40%–45% long genes (Figure 2G). By contrast, of the upregulated genes in InjuredPT-A, approximately 60% were short, whereas in the downregulated genes, approximately 85% were either medium or long (Figure 2H). 

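Of the 2152 genes higher in InjuredPT-A than in normal proximal tubule with a span, 68.3% were short (exact 95% binomial interval over genes, 66.2% to 70.2%), 28.3% medium and 3.39% long. Of the 1339 lower genes with a span, 9.34% were short, 32.6% medium and 58.0% long, so that 90.7% were medium or long (89.0% to 92.2%). All genes passing the filter were 40.1% short, 38.1% medium and 21.8% long. Among higher genes, a minimum value of 2 moved the percentage of short genes most, to 56.9%. Among lower genes, the normal clusters of the uninjured mice as the reference moved the percentage of medium or long genes most, to 86.5%. The median difference was 0.47 and 0.46 for short genes in the control and the h*KLF6* OE mouse, 0.12 and 0.03 for medium genes, and -0.52 in both for long genes. In InjuredPT-B, 32.5% of the higher genes were short, where all genes passing the filter were 29.3% short. Of its lower genes, 81.7% were medium or long. From the lengths of the genes changed in InjuredPT-A and the high level of RPB1, the paper proposes that a transcriptional switch links RPB1 to dedifferentiation. It later adds that *POLR2A* knockdown in injured human kidney cells partly reversed the shift. It also reports the same length pattern in human degenerative proximal tubule cells. Neither was analysed here.

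**Figure D2:**
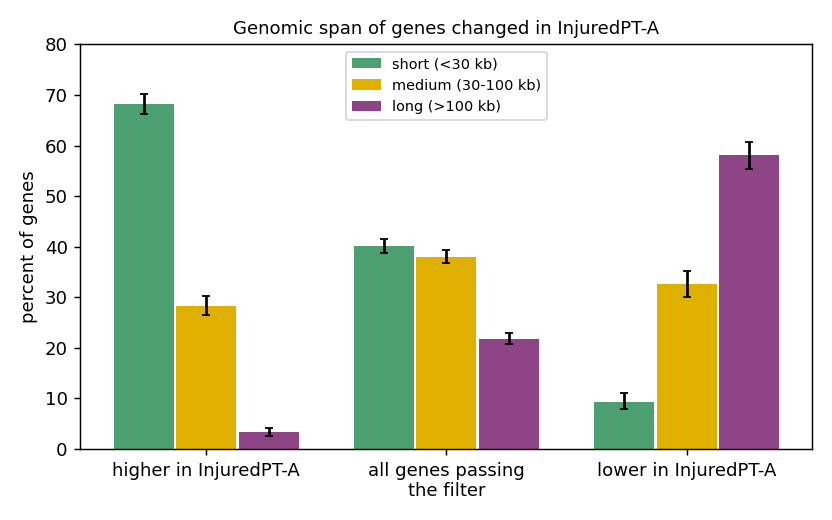
Percent of genes (vertical axis) that are short, medium or long among genes higher in InjuredPT-A, all genes passing the filter and genes lower in InjuredPT-A. Error bars are exact 95% binomial intervals over genes, and short genes make up 68.3% of the higher and 9.34% of the lower genes.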

Pathway analysis using only short genes upregulated in InjuredPT-A revealed similar pathways to those using all upregulated genes (Figure 2I), whereas medium/long downregulated genes were involved in pathways related to normal proximal tubule cell function, including transport, metabolism, and cellular adhesion (Figure 2I). Thus, InjuredPT-A dedifferentiation may be mechanistically linked to increased RPB1 expression *via* a global transcriptional switch, which upregulates short genes and downregulates medium/long genes.

### Elevated *POLR2A* Expression Mediated Inflammation, Dedifferentiation, and Cell Cycle Arrest

*In vitro, POLR2A* mRNA expression in injured HK-2 cells was significantly downregulated at 3 hours and 6 hours of injury, but after 12 hours of injury, expression rapidly increased, sustained through 48 hours of injury (Figure 3A). *POLR2A* transient knockdown using short interfering RNA-B (Supplemental Figure 9A) resulted in increased cell death in AAI-treated cells (Figure 3B) versus control (scrambled [SCR]) AAI-treated cells after 48 hours. However, knockdown cells expressed lower levels of inflammatory cytokine *IL6*, and fibrotic marker *CTGF*, versus SCR cells post–AAI treatment (Figure 3C), indicating that knockdown of *POLR2A* may facilitate beneficial clearance of injured cells, and high expression of RPB1 may contribute to injury. Injured SCR cells had significantly increased vimentin expression, demonstrating increased dedifferentiation that was attenuated in knockdown cells (Figure 3D), suggesting that high RPB1 may drive dedifferentiation. Many SCR cells had DNA damage (*γ*H2A.X staining), whereas significantly fewer knockdown cells were *γ*H2A.X-positive, suggesting that cells with DNA damage were preferentially cleared after *POLR2A* knockdown (Figure 3, E and F). Cell cycle analysis showed that after 24 hours, injured SCR and knockdown cells predominantly shifted to S phase, although more knockdown cells were still in G1 versus control cells (Figure 3G and Supplemental Figure 9B). After 48 hours of injury, as expected, most SCR cells were in G2/M phase, consistent with the *γ*H2A.X expression, whereas most knockdown cells were still in S phase. Consistent with this, mRNA expression of *CDKN1A* (encoding p21) was significantly increased in injured SCR cells but significantly attenuated with *POLR2A* knockdown (Figure 3H). Thus, remaining knockdown cells had a more normal cell cycle distribution compared with SCR cells. To elucidate the cellular mechanisms, we undertook bulk RNA-seq at 24 hours, before the onset of cell death. Analysis of gene lengths of upregulated and downregulated genes in injured cells demonstrated that while most genes upregulated and downregulated in SCR cells were short and medium/long genes, respectively, gene length distributions of upregulated and downregulated genes in knockdown cells were similar (Figure 3I). Thus, the switch toward preferential transcription of short genes was partially reversed by knockdown of *POLR2A* (Figure 3J). Medium/long downregulated genes in SCR cells had enrichment of GO terms related to cellular adhesion, junctions, and structural organization, confirming this as a likely mechanism of the dedifferentiation in injured cells with high *POLR2A* expression (Figure 3K). Long genes upregulated in knockdown cells versus SCR cells were also enriched for cell junction, structural terms, and transport, indicating restoration of normal structure and functions in knockdown cells, whereas short genes downregulated in knockdown versus SCR cells constituted DNA damage, epigenetic, and cell cycle–related terms (Figure 3, L–N). Thus, dedifferentiation of injured cells *in vitro* was likely driven by the global transcriptional switch from long to short genes due to high *POLR2A* expression.

**Figure 3:**
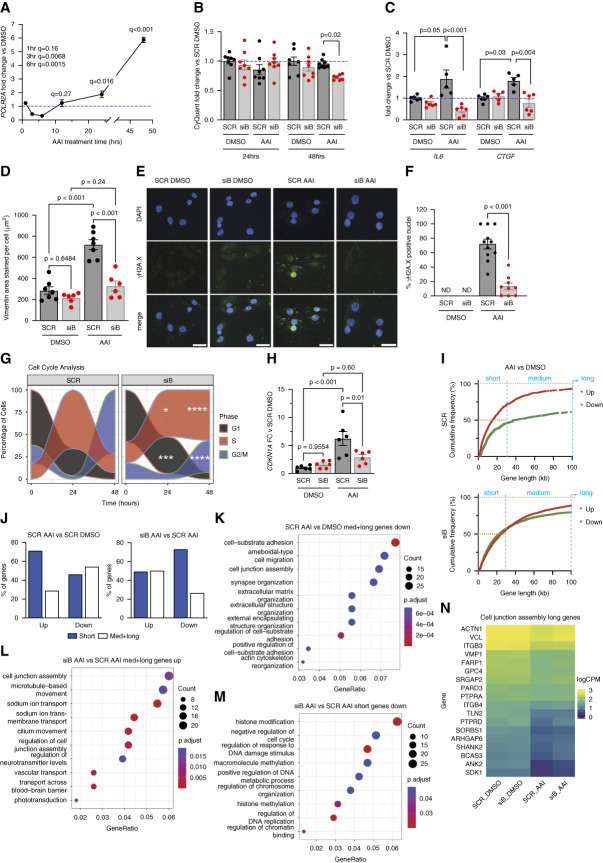
***POLR2A* knockdown decreases inflammation, dedifferentiation, DNA damage, and cell cycle arrest in injured kidney cells.** (A) Time course of *POLR2A* expression in HK-2 cells after AAI injury. FDR for unpaired *t* test at each time point, with two-stage step-up correction for multiple testing. (B) Quantification of HK-2 cell numbers with (siB) or without (SCR) *POLR2A* knockdown, treated with DMSO (vehicle) or AAI. One-way ANOVA with Sidak correction for multiple testing. (C) mRNA expression of *IL6* and *CTGF* in SCR and siB HK-2 cells treated with DMSO or AAI for 48 hours. One-way ANOVA with Sidak correction for multiple testing. (D) Quantification of area of vimentin stained per cell. One-way ANOVA with Sidak correction for multiple testing; *n*=6–7 fields per group from two independent experiments. (E) Immunofluorescence for *γ*H2A.X in SCR and siB HK-2 cells treated with DMSO or AAI for 48 hours. Nuclei are counterstained with DAPI; scale bars=50 *µ*m. (F) Quantification of percentage of *γ*H2A.X-positive nuclei per field, encompassing a total of 98–99 nuclei from two independent experiments. Student unpaired *t* test. (G and H) Cell cycle analysis (*n*=3 per group; G) and *CDKN1A* mRNA expression at 48 hours (H) in SCR and siB HK-2 cells treated with DMSO or AAI. siB versus SCR at each time point; one-way ANOVA with Sidak correction for multiple testing. (I) Cumulative frequency for significantly upregulated and downregulated genes for AAI versus DMSO treatment in SCR cells (top) and knockdown cells (bottom), sorted by gene length. (J) Percentages of upregulated and downregulated genes classified as short or medium/long in SCR cells treated with AAI versus DMSO (left), or knockdown versus SCR injured cells (right). (K–M) GO biologic process terms for medium/long genes downregulated in SCR cells treated with AAI versus DMSO (K), medium/long genes upregulated in knockdown versus SCR injured cells (L), and short genes downregulated in knockdown versus SCR injured cells (M). (N) Heatmap of genes from the “cell junction assembly” GO term. CPM, counts per million; CTGF, connective tissue growth factor; FC, fold change; FDR, false discovery rate; GO, gene ontology; HK-2, human kidney 2; SCR, scrambled.

### KLF6 Contributed to Upregulation of *Polr2a*

To determine mechanisms of *Polr2a* upregulation in injured proximal tubule cells, we undertook snATAC-seq (Supplemental Figure 10, A–D). Integration with snRNA-seq data resulted in 21 clusters, including four proximal tubule clusters and one injured proximal tubule cluster with high *Klf6* and *Polr2a* expression (Figure 4, A and B, and Supplemental Figure 10, E–H). Pseudotime trajectory analysis from proximal tubule segment 2 to injury indicated that *Klf6* was upregulated earlier than *Polr2a*, consistent with potential regulation of *Polr2a* by KLF6 (Figure 4, C–E, and Supplemental Figure 11, A–C). In addition to open chromatin around the *Polr2a* promoter in all proximal tubule clusters containing a KLF6-binding site (Supplemental Figure 11D), peak-to-gene analysis showed that a strongly associated peak in intron 1 of *Polr2a* became newly accessible in the injury cluster, which may drive injury-related *Polr2a* upregulation (Supplemental Figure 11E). Exploration of transcription factor–binding sites in this novel region revealed multiple AP-1 sites and a KLF6-binding site (Supplemental Figure 11F). *Polr2a* expression was higher in the h*KLF6*^OE^ injury cluster versus control (Supplemental Figure 11G), and HK-2 cells with *KLF6* knockdown had significantly attenuated induction of *POLR2A* after 48 hours of injury, demonstrating a partial role for KLF6 in *POLR2A* induction after injury (Supplemental Figure 11H).

**Figure 4:**
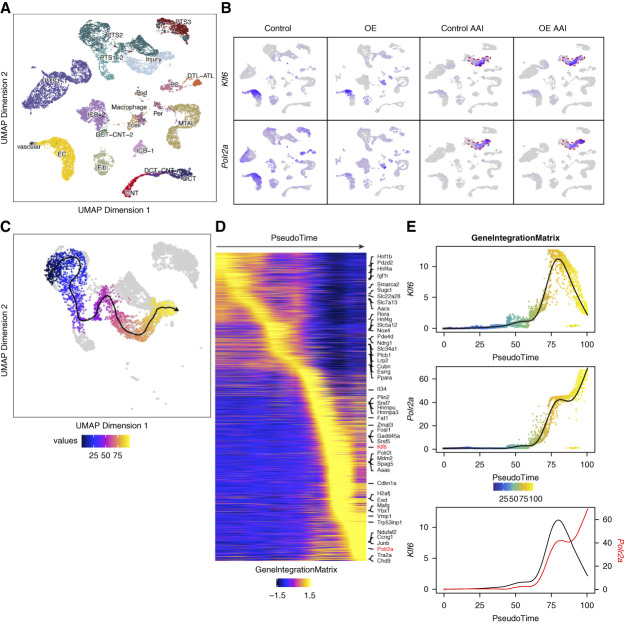
**Analysis of *Klf6* and *Polr2a* expression and dynamics.** (A) UMAP for integrated snRNA-seq and snATAC-seq of the same samples. (B) *Klf6* and *Polr2a* mRNA expression in the integrated UMAPs. Dashed red line denotes the injury cluster. (C) Pseudotime trajectory analysis from PTS2 to the injury cluster. (D) Gene integration matrix heatmap of the top 50 genes ranked by variance. (E) Expression of *Klf6* and *Polr2a* across pseudotime. PPAR, peroxisome proliferator-activated receptor; PTS2, proximal tubule segment 2; snATAC-seq, single nucleus assay for transposase-accessible chromatin sequencing.

### h*KLF6*^TOE^ Mice Had Exacerbated Kidney Injury and Fibrosis after Nephrotoxic AKI

We sought to determine the effects of long-term tubular h*KLF6* overexpression on AAI-induced injury and *POLR2A*/RPB1 expression. Sustained tubule-specific h*KLF6* overexpression (h*KLF6*^TOE^) alone did not cause injury or loss of proximal tubules (Supplemental Figure 12, A–E). h*KLF6* was induced in the tubules, but not glomeruli, of h*KLF6*^TOE^ mice, and induction of h*KLF6* did not alter m*Klf6* expression (Supplemental Figure 12, F–H).

To determine injury responses, we used a mild AAI protocol as our hypothesis was that h*KLF6*^TOE^ mice would have an exacerbated response to injury (Figure 5A). h*KLF6*^TOE^ mice had elevated serum creatinine and urea nitrogen concentrations and more extensive proximal tubule loss, inflammation, and protein casts compared with control mice (Figure 5, B and C). LL staining with immunofluorescence for KRT-20 showed more extensive loss of fully differentiated proximal tubules and more injured proximal tubules in h*KLF6*^TOE^ mice versus controls (Figure 5D). h*KLF6*^TOE^ mice also had increased alpha smooth muscle actin deposition and increased *Tgfb1* expression versus control mice after injury (Figure 5, E and F). Both m*Klf6* expression^9^ and h*KLF6* expression were significantly increased after injury, together resulting in a combined mouse and human (*Klf6*+*KLF6*) mRNA expression increase of approximately 75% in h*KLF6*^TOE^ compared with control mice after injury, which positively correlated with serum creatinine and urea nitrogen (Supplemental Figure 13, A–D). Consistent with our previous report demonstrating the role of KLF6 in regulating branched-chain amino acid (BCAA) catabolism,^9^ genes encoding BCAA catabolic enzymes pathway were more strongly downregulated in h*KLF6*^TOE^ versus control mice after injury (Supplemental Figure 13E).

**Figure 5:**
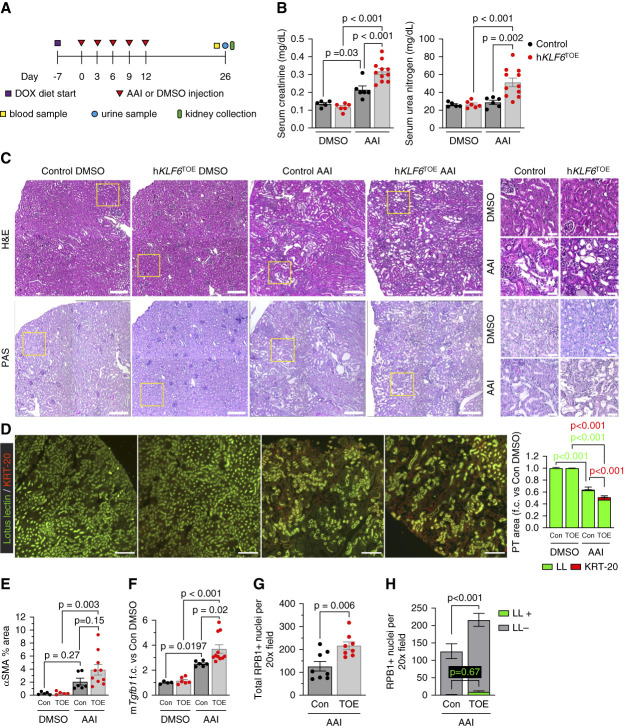
**Tubular h*KLF6* overexpression exacerbates nephrotoxic kidney injury and increases RPB1 expression.** (A) Protocol for induction of kidney injury using AAI. (B) Serum creatinine and urea nitrogen concentrations. (C) Histologic analysis using H&E and PAS stains. Scale bars=250 *µ*m (main images) and 50 *µ*m (insets). (D) Examination of proximal tubules using LL with immunofluorescence for KRT-20, and quantification of area staining positive; *n*=3–6 per group. Scale bars=250 *µ*m. (E) Quantification of *α*SMA area staining positive. (F) Kidney cortex mRNA expression of *Tgfb1*. (G) Quantification of total number of RPB1-positive (RPB1+) cells per 20× field in control (Con) and h*KLF6*^TOE^ (TOE) mice treated with AAI. (H) Quantification of RPB1-positive nuclei in LL positive (differentiated proximal tubules) and LL negative (dedifferentiated proximal tubules); *n*=8 per group. (B, D, E, and F) One-way ANOVA with Sidak correction for multiple testing; (G and H) Student unpaired *t* test. *α*SMA, alpha smooth muscle actin; DOX, doxycycline; H&E, hematoxylin and eosin; KRT-20, cytokeratin-20; PAS, periodic acid–Schiff; TOE, tubular overexpression.

To determine the influence of sustained h*KLF6* overexpression on RPB1 expression, we quantified the number of RPB1-positive nuclei in AAI-treated control and h*KLF6*^TOE^ mice (Supplemental Figure 14). There were significantly more RPB1-positive nuclei in h*KLF6*^TOE^ versus control mice (Figure 5G). Most RPB1-positive nuclei were located in LL-negative (*i.e*., dedifferentiated) proximal tubules, and the number of LL-negative/RPB1-positive nuclei was significantly higher in h*KLF6*^TOE^ mice versus control mice (Figure 5H). Together, these results suggest that sustained induction of tubule-specific KLF6 may drive high RPB1 expression, trapping proximal tubule cells in a dedifferentiated state.

### RPB1 Expression Was Upregulated in Human AKI and CKD

To determine correlations between *POLR2A*/RPB1 expression and AKI and CKD in human patients, we first undertook analysis of microarray data deposited in the Nephroseq database. Analysis of a transplant dataset^19^ showed significantly higher *POLR2A* expression in acute rejection versus no rejection samples (Figure 6A). Furthermore, *POLR2A* expression significantly positively correlated with *KLF6* expression in acute rejection samples, but not in no rejection samples (Figure 6B). *POLR2A* expression was also significantly higher in CKD patient kidneys versus normal kidneys^20^ (Figure 6C), and tubulointerstitial *POLR2A* expression was negatively correlated with eGFR in kidney biopsies in patients with DKD, but not in healthy participants (Figure 6D). We then undertook analysis of gene lengths in the adaptive proximal tubule (aPT) and degenerative proximal tubule (dPT) clusters in snRNA-seq samples from Kidney Precision Medicine Project. Both the aPT and dPT had increased expression of *KLF6* compared with normal proximal tubule clusters (PT-S1, PT-S2, and PT-S3 combined). However, whereas the aPT cells did not show any shift in transcription toward short genes, the dPT cells showed the same signature of gene length alterations as our InjuredPT-A, with most upregulated genes being short genes (approximately 83%) and most downregulated genes being medium or long (approximately 86%), suggesting that this transcriptional switch is indeed associated with lack of an adaptive response (Figure 6, E and F). Downregulated medium and long genes in dPT were enriched for differentiation, polarity, and cell junction–related GO terms (Figure 6G). We undertook immunofluorescent staining in normal samples and patients with CKD confirmed or suspected to have been exposed to AA.^10,11^ In fully differentiated *Phaseolus vulgaris* Erythroagglutinin (PHA-E)–positive tubules, RPB1 expression was rarely detected above the background tubular autofluorescence in both control and CKD samples (Figure 6H and Supplemental Figure 15). In patients with CKD, many PHA-E–negative tubules had high RPB1 expression. We also undertook immunofluorescence for RPB1 and KRT-20 in control and samples from DKD patients with varying degrees of fibrosis and kidney function. Control samples contained predominantly PHA-E–positive, KRT-20–negative tubules, whereas DKD samples contained predominantly KRT-20–positive or double-positive (PHA-E and KRT-20) tubules (Figure 6I and Supplemental Figure 16, A and B). Quantification of the proportion of RPB1^HI^ nuclei per tubule showed that KRT-20–positive and double-positive tubules had higher proportions of RPB1^HI^ nuclei than PHA-E–positive tubules (Figure 6J and Supplemental Figure 16C).

**Figure 6:**
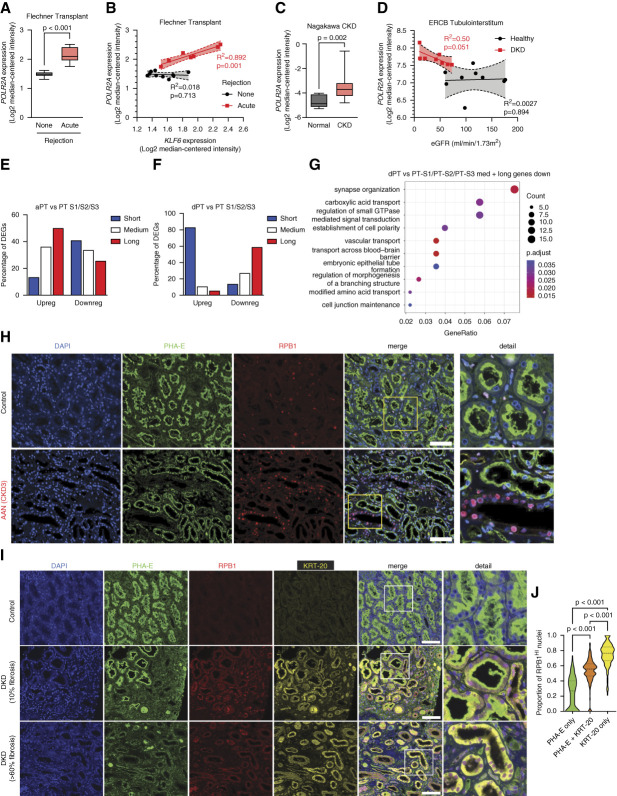
***POLR2A*/RPB1 expression in human AKI and CKD.** (A) Analysis of *POLR2A* expression levels from previously reported microarray data^19^ in post-transplant kidneys with (*n*=7) and without (*n*=10) acute rejection. One-tailed Mann–Whitney *U* test. (B) Correlation between *KLF6* and *POLR2A* expression in samples with and without acute rejection. Simple linear regression with 95% CI and with one-tailed *P* value. (C) Analysis of *POLR2A* in previously reported microarray data^20^ in healthy individuals (*n*=5) and patients with CKD (*n*=48). One-tailed Mann–Whitney *U* test. (D) Correlation between eGFR and *POLR2A* in tubulointerstitial samples from healthy individuals (*n*=9) and participants with DKD (*n*=8; ERCB, *via* Nephroseq). Simple linear regression with 95% CI and one-tailed *P* value. (E and F) Gene length categories of upregulated and downregulated genes in KPMP snRNA-seq dataset aPT (E) and dPT (F) versus PT-S1/PT-S2/PT-S3 clusters. (G) GO biologic process terms for medium/long genes downregulated in dPT. (H) Immunofluorescent staining for RPB1 with counterstaining for PHA-E and DAPI in a control participant and a patient with CKD and AA exposure. Scale bars=100 *µ*m. (I) Coimmunofluorescent staining for RPB1 and KRT-20 with counterstaining for PHA-E and DAPI in a control participant and patients with DKD. Scale bars=100 *µ*m. (J) Quantification of proportion of RPB1^HI^ nuclei in PHA-E–positive, KRT-20–positive, and double-positive tubules from five control and 14 DKD patients. One-way ANOVA with Tukey multiple comparisons test. aPT, adaptive proximal tubule; CI, confidence interval; DKD, diabetic kidney disease; dPT, degenerative proximal tubule; ERCB, European Renal cDNA Bank; KPMP, Kidney Precision Medicine Project; PHA-E, *Phaseolus vulgaris* Erythroagglutinin.

## Discussion

To determine early pathways driven by KLF6 in AKI, we undertook snRNA-seq of kidneys from control and h*KLF6*^OE^ mice at 24 hours after one dose of AAI, with exclusion parameters of <200 or >6000 genes, or >10% mitochondrial genes.^21,22^ We identified two injured proximal tubule clusters with high m*Klf6* expression (Figure 1F). InjuredPT-A cells had enrichment for mRNA processing and splicing, and translation pathways, while InjuredPT-B cells had enrichment for p53 signaling and inflammatory and fibrotic cytokines (Figure 2A). These injured proximal tubule clusters were confirmed to be different by immunofluorescence and immunohistochemistry staining, with different cell fates (Figure 2, D and E). This suggests cell context-dependent roles and/or target genes for KLF6-mediated transcriptional activation or repression, which may depend on coexpression and/or interaction of other transcription factors, or differential chromatin accessibility.

The InjuredPT-B cluster was characterized by p53 signaling, and cells in this cluster appeared to undergo cell death in a time course of AAI (Figure 2D). KLF6 interacts with p53 through protein–protein interactions to regulate expression of downstream genes in colorectal cancer cells.^23^ However, different studies have reported opposite roles of p53 in the pathogenesis of AAI nephropathy.^24,25^ Since InjuredPT-B cells underwent cell death, it is unlikely that this cluster contributed to the phenotypic difference between control and h*KLF6*^TOE^ mice in post–AAI fibrosis (Figure 5).

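*Polr2a* (ENSMUSG00000005198) lies on chromosome 11 of GRCm38 from 69733997 to 69758637 and spans 24.6 kb. In InjuredPT-A its value was 24.3 in the control mouse and 23.3 in the h*KLF6* OE mouse with AAI, against 1.83 and 1.71 in the normal proximal tubule clusters of the same mice. The log2 differences were 3.16 and 3.17, the largest rise among the genes tested when genes are ranked by the smaller of the 2 differences. In the h*KLF6* OE mouse alone, Gm28153 rose more, by 3.75, and in the control mouse by 2.59. Against the mean of the other 22 clusters, *Polr2a* differed by 2.91 in the control mouse, the largest difference there, and by 2.86 in the h*KLF6* OE mouse, where Gm28153 (3.63) and *Spag5* (2.91) differed more. In the sheet of the paper's supplement for InjuredPT-A, the paper's reported log2 fold change is 3.02 for *Polr2a* and 3.44 for Gm28153. In InjuredPT-B, *Polr2a* was 4.70 and 4.14.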

The InjuredPT-A cluster was characterized by mRNA processing and splicing, and the highest upregulated gene in the cluster was *Polr2a*, encoding RPB1, the largest subunit of RNAPII, which is necessary for transcription of all protein-encoding genes and noncoding RNA genes. We show here that RPB1 upregulation likely plays a pathogenic role in injured proximal tubule cells. Knockdown of *POLR2A* in HK-2 cells led to lower expression of inflammatory and fibrotic cytokines (*IL6* and *CTGF*), less cellular dedifferentiation, and less G2/M cell cycle arrest versus injured cells with high RPB1 expression (Figure 3). This was likely due to increased clearance of cells with DNA damage, as shown by increased cell death but less DNA damage in the remaining cells after *POLR2A* knockdown (Figure 3F). Changes in cell cycle in response to changes in *POLR2A* expression have been shown in cancer cells, with *POLR2A* knockdown and overexpression respectively decreasing and increasing the proportion of cells in G2/M phase.^26^ Correlations between dedifferentiated proximal tubule cells and high RPB1 expression were confirmed in other mouse models of AKI and fibrosis and in samples from human CKD patients. However, our studies included only a small number of patients with DKD and did not encompass other etiologies of CKD, which should be included in additional studies, to determine whether this is a common mechanism in CKD. Future studies will be needed to elucidate the cellular mechanisms by which the sustained high expression of RPB1 causes injured proximal tubule cells to remain in a dedifferentiated state. Proximal tubule cells that acquire a maladaptive dedifferentiation state are drivers of fibrosis.^4,5^ Thus, clearance of such cells, as occurred with *POLR2A* knockdown *in vitro*, may have a beneficial effect, analogous to the theory behind the development of senolytic drugs. We also noted high expression in some interstitial cells, and further studies should address the role of RPB1 in these cells.

We observed an interesting dynamic response of *POLR2A* mRNA expression after AAI *in vitro* such that *POLR2A* mRNA was initially downregulated until 12 hours after injury and then subsequently was highly and rapidly induced. After ultraviolet-induced DNA damage in HEK293 cells, RPB1 protein must be rapidly degraded after DNA damage to allow effective DNA repair, but RPB1 expression must then be restored in order for global transcription to restart.^18,27^ However, RNAPII can also become stalled at DNA lesions. Further studies will be needed to determine whether high RPB1 expression in dedifferentiated proximal tubule cells is due to continued high transcription, RPB1 protein stabilization, or RNAPII stalling. Persistently stalled RNAPII after ultraviolet damage *in vitro* led to a transcriptional switch toward preferential transcription of short genes and downregulation of medium and long genes.^18^ We found a similar switch both *in vivo* in InjuredPT-A cells and *in vitro*, which was partially reversed by *POLR2A* knockdown. Furthermore, downregulated genes were strongly associated with structure and functions of differentiated proximal tubule cells. Thus, persistent stalling of RNAPII may drive proximal tubular dedifferentiation through a global transcriptional switch. However, further studies will be needed to confirm this mechanism. We also detected the same pattern of high RPB1 expression in dedifferentiated proximal tubule in kidneys after UUO, which do not have direct DNA damage, in addition to AAI and cisplatin, in which DNA lesions are formed. Further mechanistic studies will be needed to show whether RPB1 upregulation in UUO kidneys is induced by indirect DNA damage, *e.g*., from reactive oxygen species, or whether upregulation can also occur without DNA damage, as a more general phenomenon. Irrespective of direct or indirect DNA damage in AAI, cisplatin, and UUO experimental models, the common feature is upregulation of KLF6.

Sustained tubular overexpression of h*KLF6* in mice exacerbated injury and fibrosis after AAI, associated with increased RPB1 expression and reduction of fully differentiated proximal tubules (Figure 5). Furthermore, HK-2 cells with *KLF6* knockdown had less upregulation of *POLR2A* in response to AKI treatment. Mapping of KLF6-binding sites from published chromatin immunoprecipitation sequencing data showed KLF6 binding at the *Polr2a* promoter, and our integrated snRNA-seq/snATAC-seq data revealed an additional region in intron 1 of *Polr2a* that became open in injured proximal tubule cells, also containing a KLF6-binding site. Transcriptional mechanisms controlling the total level of RPB1 and RNAPII both in normal cells and in response to DNA damage are not clearly understood.^28^ Our data together are strongly suggestive of a role for KLF6 in transcriptional upregulation of *Polr2a* mRNA in injured proximal tubule cells, where KLF6 is itself also upregulated. However, this would require further validation of chromatin opening and KLF6 binding, *e.g*., using chromatin immunoprecipitation–quantitative PCR. We also only used one method to induce AKI and fibrosis in the h*KLF6*^TOE^ mice, and it will be important to determine whether this mechanism occurs in other models of direct and indirect DNA damage. More studies will be needed to understand whether other cofactors such as activating protein-1 family members are necessary for the rapid and high transcriptional upregulation of *Polr2a* in injured proximal tubule cells in early AKI.

In conclusion, our studies show that *Polr2a*/RPB1 is highly upregulated in injured proximal tubule cells and that sustained high expression of RPB1 appears to promote a dedifferentiated proximal tubule phenotype. KLF6 likely plays a role in this maladaptive upregulation of RPB1, and overexpression of KLF6 in mice led to significantly increased RPB1 and increased kidney injury and fibrosis.

## Supplementary Material

SUPPLEMENTARY MATERIAL

## Data Availability

Previously published data were used for this study. Original data created for the study are or will be available in a persistent repository upon publication. Chen, Z, Li, Y, Yuan, Y, Lai, K, Ye, K, Lin, Y, Lan, R, Chen, H, Xu, Y: Single-cell sequencing reveals homogeneity and heterogeneity of the cytopathologic mechanisms in different etiology-induced AKI. *Cell Death Dis,* 14: 318, 2023. Experimental Data. Gene Expression Omnibus; GitHub. snRNA-seq, single nucleus assay for transposase-accessible chromatin sequencing, and bulk RNA-seq data were deposited in the National Center for Biotechnology Information Gene Expression Omnibus database under accession numbers GSE268344 (snRNA-seq), GSE268605 (snATAC-seq), and GSE282647 (bulk RNA-seq). R code is available from: https://github.com/MallipattuLab/MallipattuLab-KLF6-POLR2A-manuscript.

# Supplementary material for: Krüppel-Like Factor 6 Induces RNA Polymerase II Subunit RPB1 to Promote Kidney Injury
**Source:** J Am Soc Nephrol. 2025 May 6;36(10):1914–27. doi: 10.1681/ASN.0000000722
**Supplement:** SUPPLEMENTARY MATERIAL

## ASN Journal Disclosure Form

As per ASN journal policy, I have disclosed any financial relationships or commitments I have held in the past 36 months as included below. I have listed my Current Employer below to indicate there is a relationship requiring disclosure. If no relationship exists, my Current Employer is not listed.

T. Bahadur reports the following:

Employer: Stony Brook Medicine - Division of Nephrology

I understand that the information above will be published within the journal article, if accepted, and that failure to comply and/or to accurately and completely report the potential financial conflicts of interest could lead to the following: 1) Prior to publication, article rejection, or 2) Post-publication, sanctions ranging from, but not limited to, issuing a correction, reporting the inaccurate information to the authors' institution, banning authors from submitting work to ASN journals for varying lengths of time, and/or retraction of the published work.

Name: Tej Bahadur

Manuscript ID: JASN-2024-001533R2

Manuscript Title: Krüppel-like Factor 6 Induces RNA Polymerase II Subunit RPB1 to Promote Kidney Injury

Date of Completion: April 19, 2025

Disclosure Updated Date: May 21, 2024

## ASN Journal Disclosure Form

As per ASN journal policy, I have disclosed any financial relationships or commitments I have held in the past 36 months as included below. I have listed my Current Employer below to indicate there is a relationship requiring disclosure. If no relationship exists, my Current Employer is not listed.

R. Bronstein has nothing to disclose.

I understand that the information above will be published within the journal article, if accepted, and that failure to comply and/or to accurately and completely report the potential financial conflicts of interest could lead to the following: 1) Prior to publication, article rejection, or 2) Post-publication, sanctions ranging from, but not limited to, issuing a correction, reporting the inaccurate information to the authors' institution, banning authors from submitting work to ASN journals for varying lengths of time, and/or retraction of the published work.

Name: Robert Bronstein

Manuscript ID: JASN-2024-001533R1

Manuscript Title: Krüppel-like factor 6 induces RNA polymerase II subunit RPB1 to promote kidney injury

Date of Completion: March 17, 2025

Disclosure Updated Date: May 21, 2024

## ASN Journal Disclosure Form

As per ASN journal policy, I have disclosed any financial relationships or commitments I have held in the past 36 months as included below. I have listed my Current Employer below to indicate there is a relationship requiring disclosure. If no relationship exists, my Current Employer is not listed.

M. Davis has nothing to disclose.

I understand that the information above will be published within the journal article, if accepted, and that failure to comply and/or to accurately and completely report the potential financial conflicts of interest could lead to the following: 1) Prior to publication, article rejection, or 2) Post-publication, sanctions ranging from, but not limited to, issuing a correction, reporting the inaccurate information to the authors' institution, banning authors from submitting work to ASN journals for varying lengths of time, and/or retraction of the published work.

Name: Merin Davis

Manuscript ID: JASN-2024-001533R1

Manuscript Title: Krüppel-like factor 6 induces RNA polymerase II subunit RPB1 to promote kidney injury

Date of Completion: March 25, 2025

Disclosure Updated Date: March 25, 2025

## ASN Journal Disclosure Form

As per ASN journal policy, I have disclosed any financial relationships or commitments I have held in the past 36 months as included below. I have listed my Current Employer below to indicate there is a relationship requiring disclosure. If no relationship exists, my Current Employer is not listed.

S. DiMartino reports the following:

Employer: StonyBrook Medicine -Nephrology department

I understand that the information above will be published within the journal article, if accepted, and that failure to comply and/or to accurately and completely report the potential financial conflicts of interest could lead to the following: 1) Prior to publication, article rejection, or 2) Post-publication, sanctions ranging from, but not limited to, issuing a correction, reporting the inaccurate information to the authors' institution, banning authors from submitting work to ASN journals for varying lengths of time, and/or retraction of the published work.

Name: Samaneh DiMartino

Manuscript ID: JASN-2024-001533R1

Manuscript Title: Krüppel-like factor 6 induces RNA polymerase II subunit RPB1 to promote kidney injury

Date of Completion: March 17, 2025

Disclosure Updated Date: March 17, 2025

## ASN Journal Disclosure Form

As per ASN journal policy, I have disclosed any financial relationships or commitments I have held in the past 36 months as included below. I have listed my Current Employer below to indicate there is a relationship requiring disclosure. If no relationship exists, my Current Employer is not listed.

N. Gujarati reports the following:  
Employer: Stony Brook University

I understand that the information above will be published within the journal article, if accepted, and that failure to comply and/or to accurately and completely report the potential financial conflicts of interest could lead to the following: 1) Prior to publication, article rejection, or 2) Post-publication, sanctions ranging from, but not limited to, issuing a correction, reporting the inaccurate information to the authors' institution, banning authors from submitting work to ASN journals for varying lengths of time, and/or retraction of the published work.

Name: Nehaben A. Gujarati

Manuscript ID: JASN-2024-001533R1

Manuscript Title: "Krüppel-like factor 6 induces RNA polymerase II subunit RPB1 to promote kidney injury"

Date of Completion: March 17, 2025

Disclosure Updated Date: May 20, 2024

## ASN Journal Disclosure Form

As per ASN journal policy, I have disclosed any financial relationships or commitments I have held in the past 36 months as included below. I have listed my Current Employer below to indicate there is a relationship requiring disclosure. If no relationship exists, my Current Employer is not listed.

Y. Guo reports the following:

Employer: Stony Brook University

I understand that the information above will be published within the journal article, if accepted, and that failure to comply and/or to accurately and completely report the potential financial conflicts of interest could lead to the following: 1) Prior to publication, article rejection, or 2) Post-publication, sanctions ranging from, but not limited to, issuing a correction, reporting the inaccurate information to the authors' institution, banning authors from submitting work to ASN journals for varying lengths of time, and/or retraction of the published work.

Name: Yiqing Guo

Manuscript ID: JASN-2024-001533R1

Manuscript Title: Krüppel-like factor 6 induces RNA polymerase II subunit RPB1 to promote kidney injury,

Date of Completion: March 17, 2025

Disclosure Updated Date: May 20, 2024

## ASN Journal Disclosure Form

As per ASN journal policy, I have disclosed any financial relationships or commitments I have held in the past 36 months as included below. I have listed my Current Employer below to indicate there is a relationship requiring disclosure. If no relationship exists, my Current Employer is not listed.

M. Hanubal has nothing to disclose.

I understand that the information above will be published within the journal article, if accepted, and that failure to comply and/or to accurately and completely report the potential financial conflicts of interest could lead to the following: 1) Prior to publication, article rejection, or 2) Post-publication, sanctions ranging from, but not limited to, issuing a correction, reporting the inaccurate information to the authors' institution, banning authors from submitting work to ASN journals for varying lengths of time, and/or retraction of the published work.

Name: Maanasa S. Hanubal

Manuscript ID: JASN-2024-001533R1

Manuscript Title: Krüppel-like Factor 6 Induces RNA Polymerase II Subunit RPB1 to Promote Kidney Injury

Date of Completion: April 2, 2025

Disclosure Updated Date: May 16, 2024

## ASN Journal Disclosure Form

As per ASN journal policy, I have disclosed any financial relationships or commitments I have held in the past 36 months as included below. I have listed my Current Employer below to indicate there is a relationship requiring disclosure. If no relationship exists, my Current Employer is not listed.

S. Mallipattu reports the following:

Employer: Stony Brook Medicine; Consultancy: Wildwood Therapeutics, Inc.; L.E.K. Consulting; Dedham Group; Graticule;; Research Funding: Dialysis Clinic Inc.; Patents or Royalties: Krüppel-like factor 15 (KLF15) Small Molecule Agonists in Kidney Disease. US 63/018.247. 2023.; and Advisory or Leadership Role: Clinically Integrated Network, Board Member (Accountable Care Organization, LLC Stony Brook Medicine);.

I understand that the information above will be published within the journal article, if accepted, and that failure to comply and/or to accurately and completely report the potential financial conflicts of interest could lead to the following: 1) Prior to publication, article rejection, or 2) Post-publication, sanctions ranging from, but not limited to, issuing a correction, reporting the inaccurate information to the authors' institution, banning authors from submitting work to ASN journals for varying lengths of time, and/or retraction of the published work.

Name: Sandeep K. Mallipattu

Manuscript ID: JASN-2024-001533R1

Manuscript Title: Krüppel-like factor 6 induces RNA polymerase II subunit RPB1 to promote kidney injury

Date of Completion: March 18, 2025

Disclosure Updated Date: March 18, 2025

## ASN Journal Disclosure Form

As per ASN journal policy, I have disclosed any financial relationships or commitments I have held in the past 36 months as included below. I have listed my Current Employer below to indicate there is a relationship requiring disclosure. If no relationship exists, my Current Employer is not listed.

B. Owusu Frimpong reports the following:  
Employer: Yale University

I understand that the information above will be published within the journal article, if accepted, and that failure to comply and/or to accurately and completely report the potential financial conflicts of interest could lead to the following: 1) Prior to publication, article rejection, or 2) Post-publication, sanctions ranging from, but not limited to, issuing a correction, reporting the inaccurate information to the authors' institution, banning authors from submitting work to ASN journals for varying lengths of time, and/or retraction of the published work.

Name: Bismark Owusu Frimpong

Manuscript ID: JASN-2024-001533

Manuscript Title: Krüppel-like factor 6 induces RNA polymerase II subunit RPB1 to promote kidney injury

Date of Completion: January 17, 2025

Disclosure Updated Date: January 17, 2025

## ASN Journal Disclosure Form

As per ASN journal policy, I have disclosed any financial relationships or commitments I have held in the past 36 months as included below. I have listed my Current Employer below to indicate there is a relationship requiring disclosure. If no relationship exists, my Current Employer is not listed.

S. Piret reports the following:

Employer: Stony Brook University

I understand that the information above will be published within the journal article, if accepted, and that failure to comply and/or to accurately and completely report the potential financial conflicts of interest could lead to the following: 1) Prior to publication, article rejection, or 2) Post-publication, sanctions ranging from, but not limited to, issuing a correction, reporting the inaccurate information to the authors' institution, banning authors from submitting work to ASN journals for varying lengths of time, and/or retraction of the published work.

Name: Sian E. Piret

Manuscript ID: JASN-2024-001533R1

Manuscript Title: Krüppel-like factor 6 induces RNA polymerase II subunit RPB1 to promote kidney injury

Date of Completion: March 17, 2025

Disclosure Updated Date: March 17, 2025

## ASN Journal Disclosure Form

As per ASN journal policy, I have disclosed any financial relationships or commitments I have held in the past 36 months as included below. I have listed my Current Employer below to indicate there is a relationship requiring disclosure. If no relationship exists, my Current Employer is not listed.

A. Rath reports the following:

Employer: Stony Brook University

I understand that the information above will be published within the journal article, if accepted, and that failure to comply and/or to accurately and completely report the potential financial conflicts of interest could lead to the following: 1) Prior to publication, article rejection, or 2) Post-publication, sanctions ranging from, but not limited to, issuing a correction, reporting the inaccurate information to the authors' institution, banning authors from submitting work to ASN journals for varying lengths of time, and/or retraction of the published work.

Name: Asha Rath

Manuscript ID: JASN-2024-001533R1

Manuscript Title: Krüppel-like factor 6 induces RNA polymerase II subunit RPB1 to promote kidney injury

Date of Completion: March 17, 2025

Disclosure Updated Date: May 20, 2024

## ASN Journal Disclosure Form

As per ASN journal policy, I have disclosed any financial relationships or commitments I have held in the past 36 months as included below. I have listed my Current Employer below to indicate there is a relationship requiring disclosure. If no relationship exists, my Current Employer is not listed.

M. Revelo Penafiel reports the following:  
Patents or Royalties: Elsevier.

I understand that the information above will be published within the journal article, if accepted, and that failure to comply and/or to accurately and completely report the potential financial conflicts of interest could lead to the following: 1) Prior to publication, article rejection, or 2) Post-publication, sanctions ranging from, but not limited to, issuing a correction, reporting the inaccurate information to the authors' institution, banning authors from submitting work to ASN journals for varying lengths of time, and/or retraction of the published work.

Name: Monica Patricia Revelo Penafiel

Manuscript ID: JASN-2024-001533R1

Manuscript Title: Krüppel-like factor 6 induces RNA polymerase II subunit RPB1 to promote kidney injury,"

Date of Completion: March 17, 2025

Disclosure Updated Date: March 17, 2025

## ASN Journal Disclosure Form

As per ASN journal policy, I have disclosed any financial relationships or commitments I have held in the past 36 months as included below. I have listed my Current Employer below to indicate there is a relationship requiring disclosure. If no relationship exists, my Current Employer is not listed.

J. Wang reports the following:

Employer: Stonybrook University

I understand that the information above will be published within the journal article, if accepted, and that failure to comply and/or to accurately and completely report the potential financial conflicts of interest could lead to the following: 1) Prior to publication, article rejection, or 2) Post-publication, sanctions ranging from, but not limited to, issuing a correction, reporting the inaccurate information to the authors' institution, banning authors from submitting work to ASN journals for varying lengths of time, and/or retraction of the published work.

Name: Jiakang Wang

Manuscript ID: JASN-2024-001533R2

Manuscript Title: Krüppel-like Factor 6 Induces RNA Polymerase II Subunit RPB1 to Promote Kidney Injury

Date of Completion: April 14, 2025

Disclosure Updated Date: May 13, 2024

# Supplementary material for: Krüppel-Like Factor 6 Induces RNA Polymerase II Subunit RPB1 to Promote Kidney Injury
**Source:** J Am Soc Nephrol. 2025 May 6;36(10):1914–27. doi: 10.1681/ASN.0000000722

# **Krüppel-like factor 6 induces RNA polymerase II subunit RPB1 to promote kidney injury**

## **– Supplemental Material**

### **Table of Contents**

Supplemental Methods

Supplemental Figure 1. Phenotype and quality control metrics in snRNA-seq samples.

Supplemental Figure 2. Pathway and GO term analysis of DEGs in hKLF6OE versus control mice for PT clusters.

Supplemental Figure 3. Expression of marker genes.

Supplemental Figure 4. Pathway and GO term analysis of cluster-specific DEGs in normal and injured PT clusters.

Supplemental Figure 5. KEGG pathway and cell cycle analyses.

Supplemental Figure 6. Identification of a Klf6/Polr2a injured PT cluster in a cisplatin scRNA-seq dataset.

Supplemental Figure 7. RPB1 expression in AAI, repeated low-dose cisplatin (RLDC) and unilateral ureteral obstruction (UUO) models.

Supplemental Figure 8. RPB1 expression in unilateral ureteral obstruction (UUO) and repeated low-dose cisplatin (RLDC) models.

Supplemental Figure 9. Knockdown of POLR2A in HK-2 cells.

Supplemental Figure 10. Quality control metrics and cluster assignment in snATAC-seq samples.

Supplemental Figure 11. Potential role for KLF6 in regulation of POLR2A expression.

Supplemental Figure 12. Tubular hKLF6 overexpression alone does not cause kidney injury.

Supplemental Figure 13. Klf6 expression, kidney function, and branched-chain amino acid (BCAA) catabolism gene expression in control and hKLF6TOE mice treated with AAI.

Supplemental Figure 14. RPB1 immunofluorescence in control and hKLF6<sup>TOE</sup> mice.

Supplemental Figure 15. RPB1 expression in CKD patients.

Supplemental Figure 16. RPB1 expression in control and diabetic kidney disease (DKD) patients.

snRNA-seq cluster-specific DEGs for each cluster.

## **SUPPLEMENTAL METHODS**

### **Generation of tubule-specific human KLF6 overexpression (hKLF6<sup>TOE</sup>) mice**

Mice carrying the tetracycline-response element (TRE-hKLF6) transgene on an FVB/N background<sup>1</sup> were bred with mice carrying the reverse tetracycline transactivator (rtTA) transgene under the control of the Pax8 promoter (Pax8-rtTA) also on the FVB/N background (Jackson Labs). Genotyping by tail biopsy and PCR was performed prior to weaning as previously described<sup>2</sup>. Mice carrying only the TRE-hKLF6 transgene were used as controls. All mice were fed diet containing 200mg/kg doxycycline (DOX) starting at age 6 weeks (aging study) or one week prior to aristolochic acid I (AAI) injections (fibrosis study), and remained on DOX continuously.

### **Kidney injury models**

Male mice were administered 2mg/kg AAI dissolved in DMSO, or DMSO alone (control), by i.p. injection. For single nuclear RNA sequencing (snRNA-seq), control (TRE-hKLF6) and global hKLF6 overexpression (hKLF6<sup>OE</sup>) mice on a mixed background<sup>1</sup> were fed diet containing 200mg/kg DOX for one week prior to a single AAI injection, then euthanised 24 hours later. To generate a time course of AAI-induced injury, FVB/NJ mice (Jackson Labs) aged 9 weeks were given 1–4 injections 3 days apart, then euthanized 72 hours after the last injection. For PT fate tracing, *Slc34a1*-Cre<sup>ERT2</sup>;TdTomato mice were administered a series of 5 injections of 3mg tamoxifen dissolved in corn oil every other day. One week after the last tamoxifen injection, mice were administered two or three injections of 3mg/kg AAI 3 days apart, then euthanized 72 hours after the last injection. For AAI fibrosis studies, control and hKLF6<sup>TOE</sup> mice aged 15-16 weeks old were injected every 3 days for 5 injections, followed by euthanasia after a further 2 weeks. For repeated low dose cisplatin (RLDC), male FVB/N mice aged 11 weeks were treated with normal saline (control) or 7mg/kg cisplatin once per week for 4 weeks, followed by euthanasia

one week after the last injection<sup>3</sup>. Male C57Bl/6 mice aged 12-15 weeks were subjected to unilateral ureteral obstruction (UUO), and UUO and contralateral control kidneys harvested after 3 days or 7 days as previously reported<sup>4</sup>. For all mice, blood and urine samples were collected under terminal anesthesia, followed by cardiovascular perfusion with PBS and removal of the kidneys for histological, RNA, and protein analyses.

### **Single nucleus RNA sequencing (snRNA-seq)**

Mice were perfused with PBS, followed by harvesting of the kidneys and storage in RNAlater at -80°C. Nuclei were isolated and prepared for snRNA-seq with the 10X Chromium System (10X Genomics) as previously described, and sequenced using an Illumina NextSeq 550 sequencer<sup>5</sup>. Read depths were ~6,300 – 10,600 reads per cell. All samples underwent nuclear isolation, single nuclear preparation, and library preparation together at the same time, using the same kit, and were sequenced on the same lane, and thus comprised one single technical batch. Raw sequencing data were demultiplexed and aligned to a mouse pre-mRNA reference genome using Cell Ranger version 3.1.0 on SeaWulf, the High Performance Computing Cluster at Stony Brook University. Quality control (QC), dimensionality reduction, and clustering were performed using the R software package Seurat version 4.3<sup>6</sup>. Genes expressed in a minimum of three cells were retained. Nuclei expressing < 200 or > 6000 genes, or >10% mitochondrial genes were excluded<sup>5,7</sup>. A total of 34,146 out of 34,290 nuclei passed the QC parameters and were used for analysis. Clustering was performed using the first 30 principal components and a resolution of 0.8. Marker genes for each cluster were identified using the Seurat (version 4.3.0) “FindMarkers” function, with min.pct=0.1 and logfc.threshold=0.2. and clusters were then annotated using these marker genes by cross-matching with previously published datasets<sup>8,9</sup>. Differentially expressed genes between the same cluster in different samples were determined using the Seurat

“FindMarkers” function, with  $\text{min.pct}=0.1$  and  $\text{logfc.threshold}=0.2$ . Genes were considered significant at adjusted p value of  $<0.05$  (Bonferroni correction), but for pathway analysis only the top 300 genes were used for each condition. Cell cycle analysis was undertaken using the built-in “CellCycleScoring” function in Seurat. Pathway and gene ontology (GO) analyses were performed using clusterProfiler<sup>10</sup> with false discovery rate adjustment for multiple comparisons.

### **Single nuclear assay for transposase-accessible chromatin sequencing (snATAC-seq)**

Nuclei were isolated and prepared from the same samples as for the snRNA-seq, using the 10X Chromium system (10X Genomics), according to manufacturer’s instructions. The snATAC-seq analysis was performed in R using the package ArchR 1.0.2<sup>11</sup>. Cells of low quality, defined as having fewer than 2500 fragments or a TSS enrichment score below 8, were excluded. Doublet removal was operated using embedded default parameters in ArchR. Prior to integrating the RNA matrix from Seurat, an embedding from snATAC-seq was obtained by adding a latent semantic index (LSI). After applying harmony to remove batch effects, a corresponding UMAP and clusters were generated. RNA integration was first performed with unconstrained conditions without a group list. The unconstrained integration results were plotted and visualized on the snATAC UMAP. The PT and non-PT clusters could be identified by the integration result, and the integration result was combined with snATAC-seq clusters as a group list. The constrained integration was then performed with the group list using the same method, and the gene integration matrix was incorporated into the ArchR project. To enhance the analysis, another LSI based on the gene integration matrix was constructed, and LSIs from snATAC-seq and snRNA-seq combined. The UMAP was finalized based on the combined LSI with harmony to remove batch effects and final cluster annotations were based on the constrained integration result.

## **Trajectory analysis and peak-to-gene linkages**

Pseudotime trajectory analysis was conducted using the built-in functionality in ArchR. The trajectory originated from the healthy PTS2 cluster to the injury PT cluster. A gene expression heatmap was generated along the trajectory, showing the top 50 genes ranked by their variance. Peak-to-gene linkages were added using the built-in functionality in ArchR. Feature peaks were selected based on  $<0.05$  false discovery rate (FDR) and  $>1.0 \log_2$  fold change. Alternatively, we first regenerated the UMAP based on the RNA component alone, followed by trajectory analysis.

## **Reanalysis of published mouse scRNA-seq dataset**

The cell count matrix was directly downloaded from GSE197266 and processed using R programming. For analysis, Seurat (version 4.2.1) along with SeuratObject (version 4.1.3) was utilized. Cisplatin injury samples and their corresponding controls were selected for further examination. Low-quality cells were filtered out based on the criteria  $200 < nFeature\_RNA < 7500$  and  $percent.mt < 5$ , resulting in 9,060 nuclei retained for downstream analysis. The dataset was normalized and scaled using SCTransform, followed by dimensionality reduction through principal component analysis (PCA). A total of 50 principal components were selected for clustering. To correct for batch effects, Harmony was applied. Clustering was performed using Seurat's default methods with a resolution parameter of 0.8, identifying 15 clusters. Differentially expressed genes (DEGs) for each cluster were generated and cross-referenced with marker genes reported in the paper. The PT cluster was then subsetted and reclustered using Seurat's default methods with a resolution of 0.8, resulting in 11 clusters. DEGs for these clusters were identified and compared with marker genes reported in the paper and validated through Kidney Interactive Transcriptomics from the Humphreys Lab.

### **Analysis of KPMP snRNA-seq dataset**

The combined snRNA-seq h5Seurat file (doi.10.48698/mg7h-bc51)<sup>12</sup> was downloaded directly from the KPMP repository. KPMP patient metadata was used to add the enrollment category for each patient, and the dataset was then subsetted to remove the two diabetes mellitus resistant (DM-R) patients. The dataset therefore consisted of 25 healthy reference, 37 CKD, and 16 AKI samples. The metadata category “subclass.l2” was used to identify the clusters, and the differentially expressed genes between aPT or dPT and combined PT-S1/PT-S2/PT-S3 clusters were determined using the Seurat “FindMarkers” function, with min.pct=0.1 and logfc.threshold=0.1. Genes were considered significant at adjusted p value of <0.05 (Bonferroni correction).

### **Measurement of serum creatinine and urea nitrogen concentrations**

Serum creatinine concentrations were measured using the isotope dilution liquid chromatography-tandem mass spectrometer at the University of Alabama at Birmingham (UAB) O'Brien Core Center. Serum urea nitrogen concentrations were measured by a colorimetric assay (Arbor Assays) according to the manufacturer's protocol<sup>1</sup>.

### **Histology, immunofluorescence, and IHC**

Formalin-fixed kidneys were processed, paraffin embedded, and sectioned at 5µm thickness. H&E and periodic acid Schiff (PAS) stains were performed according to standard protocols, and slides mounted using CytosealXYL permanent mounting medium. For immunofluorescent staining, slides were dewaxed, rehydrated and subject to heat induced epitope retrieval in 10mM citrate buffer, pH6 at 120°C for 10 minutes. Sections were blocked in 2% non-fat milk, followed

by incubation with rabbit anti-cytokeratin-20 (Abcam, ab97511), mouse anti- $\alpha$ -SMA (Sigma, A5228), rabbit anti-Vimentin (Cell Signaling, D21H3), or mouse anti-RPB1 conjugated with 594 fluorophore (Novus Biologicals, CTD 4H8) primary antibodies at 4°C overnight. After washing, sections were incubated with unlabeled secondary goat anti-rabbit (Jackson ImmunoResearch, 111-005-144) followed by fluorescently labeled tertiary donkey anti-goat-568 (Life Technologies, A11057) or donkey anti-goat-647 (Life Technologies, A21447) antibodies, or with goat anti-mouse-488 (Life Technologies, A11029). PT brush borders were stained using FITC-conjugated Lotus lectin (Vector Labs) (mouse samples) or Phaseolus vulgaris Erythroagglutinin (PHA-E) (Vector Labs) (human samples), and nuclei were counterstained with Hoechst 33258 (Invitrogen). Slides were mounted in ProLong Gold Antifade mounting medium. For IHC for CXCL1, after dewaxing, rehydration and epitope retrieval, slides were incubated in 3% H<sub>2</sub>O<sub>2</sub> at room temperature for 10 minutes, followed by blocking as above, and incubation with rabbit anti-CXCL1 (Life Technologies, PA5-86508) at 4°C overnight. After washing, sections were incubated with HRP-conjugated donkey anti-rabbit secondary antibody (Invitrogen, A16035) and DAB staining undertaken using the Betazoid DAB Chromogen kit (Biocare Medical). All slides were viewed using a Nikon Eclipse 90i microscope and DS-Qi2 camera. Images were analyzed and quantified using ImageJ 1.52i software (NIH) for percentage areas stained for Lotus lectin, cytokeratin-20, and  $\alpha$ -SMA. For Lotus lectin and cytokeratin staining, one stitched image measuring ~1.5mm x 1.5mm was quantified for each mouse. For  $\alpha$ -SMA, 8-10 20X images were quantified then the mean area calculated for each mouse, after excluding blood vessels by thresholding on the basis of intensity. RPB1+ nuclei were manually counted in 4-6 20X fields per mouse. For quantification of human samples, tubules were classified as PHA-E-positive, KRT-20-positive or double-positive, and the number of total (DAPI-positive) nuclei and RPB1<sup>Hi</sup> nuclei were counted and RPB1<sup>Hi</sup> nuclei calculated as a proportion of total nuclei. Where available, at

least 8 tubules per class were quantified in each of 3 separate 20X images from each sample. If fewer than 8 tubules were present in any one image, all were quantified.

### ***In situ* hybridization**

*In situ* hybridization for hKLF6 was undertaken using BaseScope (ACD Bio). Slides with 5µm-thick sections were processed through alcohols, followed by treatment with hydrogen peroxide at room temperature for 10 minutes, target retrieval at 98-102°C for 15 minutes, and treatment with protease III solution at 40°C for 15 minutes. After hybridization with a custom-made probe specific for human KLF6 mRNA (with no cross-reactivity to mouse *Klf6*), the signal was amplified in a series of hybridization steps, according to manufacturer's instructions, before staining with fast red, followed by counterstaining with 20% solution of Gill's III hematoxylin. Slides were then dried and mounted in Vectashield permanent mounting medium, and examined using a Nikon Eclipse 90i microscope and DS-Qi2 camera.

### **Quantitative RT-PCR**

RNA was extracted from kidney cortex using the RNeasy kit (Qiagen), DNase treated, and first strand cDNA synthesized from 1.25µg RNA using SuperScript IV VILO Mastermix (Life Technologies). Diluted cDNA was amplified in duplicate or triplicate using PowerUp SYBR qPCR Master Mix (Applied Biosystems) and specific primers for genes of interest, in an ABI QuantStudio 3 (Applied Biosystems). QuantStudio software was used to determine CT values using the second derivative method. Data were normalized to a reference gene (*Actb*) and presented as fold changes relative to RNA isolated from the control group using the  $2^{-\Delta\Delta CT}$  method<sup>13</sup>, or as  $2^{-(\Delta CT)}$  versus *Actb*. For measurement of mouse *Klf6* and human *KLF6*

expression, specific primers were used to detect gene expression from each species, and the  $2^{(-\Delta CT)}$  versus *Actb* values were then combined to give total m*Klf6*+h*KLF6* expression.

### **Transient *POLR2A* knockdown**

HK-2 cells were transfected with 10nM Trilencer-27 siRNA duplexes specific to *POLR2A* or Trilencer-27 universal scrambled control siRNA duplex (Origene), using SiTran2.0 transfection reagent (Origene), according to manufacturer's instructions. At the same time, cells were also treated with DMSO (control) or 25μM AAI for up to 48 hours. Cell numbers were assessed using CyQUANT Cell Proliferation Assay (Life Technologies). RNA was extracted using Trizol reagent, followed by DNase treatment, reverse transcription and qRT-PCR as for kidney cortex. For immunofluorescence analysis, cells were seeded onto glass coverslips. After transfection and treatment with DMSO/AAI, cells were fixed in cold 4% paraformaldehyde for 15 minutes, and permeabilized with 0.1% Triton X-100 for 10 minutes. After blocking in 10% donkey serum for 30 minutes at room temperature, cells were incubated with mouse anti-RPB1-594 conjugated antibody (4H8) (Novus Biologicals, NB200-598AF594), rabbit anti-Vimentin (Cell Signaling, D21H3), or rabbit anti-phospho-Histone H2A.X (Ser139) (γH2A.X) (Cell Signaling, 20E3) for 1 hour at room temperature, followed by goat anti-rabbit-488 (Life Technologies, A27034) for 1 hour at room temperature, and Hoechst 33258 (Invitrogen), then mounted in ProLong Gold Antifade mounting medium. For cell cycle analysis, single cells were fixed and permeabilized in 70% ethanol for >2 hours, followed by propidium iodide staining and analysis using a CytoFLEX flow cytometer (Beckman Coulter) at the Stony Brook University Flow Cytometry Research Core Facility. A minimum of 4000 cells were analyzed per replicate, and three replicates performed for each condition.

## **Bulk RNA-seq**

Preparation of cDNA library and RNA-seq were performed by Novogene. Paired end fastq files were aligned to the human genome (hg38), quantified to the transcriptome (UCSC hg38 annotation) at the gene level, and differentially expressed genes (DEGs) between pairwise groups determined using the *limma* method via the BioJupies platform<sup>14</sup>. For SCR DMSO vs SCR AAI comparison, 1200 genes were upregulated and 760 genes were downregulated, and for SCR AAI vs siB AAI comparison, 906 genes were upregulated and 485 were downregulated, all at  $\geq 2$ -fold or  $\leq 0.5$ -fold and Benjamini-Hochberg adjusted  $p < 0.05$ . DEGs were classified by gene length, and pathway and GO term analyses undertaken using ClusterProfiler<sup>10</sup>.

## **Promoter mapping**

KLF6 binding sites were obtained from ChIP-Seq data performed in HepG2 cells, deposited in the Gene Expression Omnibus database (accession no. GSE96355), and locations of binding sites were determined using the Genomic Regions Enrichment of Annotations Tool (GREAT)<sup>15</sup>, “basal plus extension” approach, with a maximum extension of 10kb from any transcription start site (TSS). Binding site locations were mapped from human locations to mouse locations using the UCSC liftover tool (<https://genome.ucsc.edu/cgi-bin/hgLiftOver>). Locations of the binding sites relative to regions of open chromatin from mouse p2 nephron ATAC-seq (GSE124804)<sup>16</sup> were visualized using the R Bioconductor package Gviz.

## **Statistical Analysis**

For mouse data, unpaired two-tailed Student's t test with Holm-Sidak's correction for multiple testing was used to compare data between two groups. One-way or two-way ANOVA with Sidak's or Tukey's corrections for multiple testing, respectively, were used to compare data

between more than two groups. The exact test used for each experiment is noted in the figure legends. Data are expressed as mean $\pm$ SEM, and statistical significance assumed when  $p < 0.05$ . Human *POLR2A* and *KLF6* gene expression data were extracted from previously reported microarrays<sup>17,18</sup>, and European Renal cDNA Bank (ERCB) data of tubulointerstitial gene expression and GFR from healthy and diabetic nephropathy subjects, via Nephroseq. Pearson  $r$  correlation coefficients between continuous variables, and Mann-Whitney tests between groups were calculated. Data are expressed as box and whiskers, with box edges at 25<sup>th</sup> and 75<sup>th</sup> percentiles, whiskers at minimum and maximum, and line at the median. All analyses were undertaken using GraphPad Prism 9.

## REFERENCES

1. Piret, SE, Guo, Y, Attallah, AA, Horne, SJ, Zollman, A, Owusu, D, Henein, J, Sidorenko, VS, Revelo, MP, Hato, T, Ma'ayan, A, He, JC, Mallipattu, SK: Kruppel-like factor 6-mediated loss of BCAA catabolism contributes to kidney injury in mice and humans. *Proc Natl Acad Sci U S A*, 118: e2024414118, 2021.
2. Mallipattu, SK, Horne, SJ, D'Agati, V, Narla, G, Liu, R, Frohman, MA, Dickman, K, Chen, EY, Ma'ayan, A, Bialkowska, AB, Ghaleb, AM, Nandan, MO, Jain, MK, Daehn, I, Chuang, PY, Yang, VW, He, JC: Kruppel-like factor 6 regulates mitochondrial function in the kidney. *J Clin Invest*, 125: 1347-1361, 2015.
3. Sharp, CN, Doll, MA, Megyesi, J, Oropilla, GB, Beverly, LJ, Siskind, LJ: Subclinical kidney injury induced by repeated cisplatin administration results in progressive chronic kidney disease. *Am J Physiol Renal Physiol*, 315: F161-F172, 2018.
4. Gu, X, Mallipattu, SK, Guo, Y, Revelo, MP, Pace, J, Miller, T, Gao, X, Jain, MK, Bialkowska, AB, Yang, VW, He, JC, Mei, C: The loss of Kruppel-like factor 15 in Foxd1(+) stromal cells exacerbates kidney fibrosis. *Kidney Int*, 92: 1178-1193, 2017.
5. Pace, JA, Bronstein, R, Guo, Y, Yang, Y, Estrada, CC, Gujarati, N, Salant, DJ, Haley, J, Bialkowska, AB, Yang, VW, He, JC, Mallipattu, SK: Podocyte-specific KLF4 is required to maintain parietal epithelial cell quiescence in the kidney. *Sci Adv*, 7: eabg6600, 2021.
6. Butler, A, Hoffman, P, Smibert, P, Papalexi, E, Satija, R: Integrating single-cell transcriptomic data across different conditions, technologies, and species. *Nat Biotechnol*, 36: 411-420, 2018.
7. Lu, YA, Liao, CT, Raybould, R, Talabani, B, Grigorieva, I, Szomolay, B, Bowen, T, Andrews, R, Taylor, PR, Fraser, D: Single-Nucleus RNA Sequencing Identifies New Classes of

Proximal Tubular Epithelial Cells in Kidney Fibrosis. *J Am Soc Nephrol*, 32: 2501-2516, 2021.

8. Kirita, Y, Wu, H, Uchimura, K, Wilson, PC, Humphreys, BD: Cell profiling of mouse acute kidney injury reveals conserved cellular responses to injury. *Proc Natl Acad Sci U S A*, 117: 15874-15883, 2020.
9. Wu, H, Kirita, Y, Donnelly, EL, Humphreys, BD: Advantages of Single-Nucleus over Single-Cell RNA Sequencing of Adult Kidney: Rare Cell Types and Novel Cell States Revealed in Fibrosis. *J Am Soc Nephrol*, 30: 23-32, 2019.
10. Yu, G, Wang, LG, Han, Y, He, QY: clusterProfiler: an R package for comparing biological themes among gene clusters. *OMICS*, 16: 284-287, 2012.
11. Granja, JM, Corces, MR, Pierce, SE, Bagdatli, ST, Choudhry, H, Chang, HY, Greenleaf, WJ: ArchR is a scalable software package for integrative single-cell chromatin accessibility analysis. *Nat Genet*, 53: 403-411, 2021.
12. Kidney Precision Medicine Project. Aggregated, clustered single-nucleus RNA-seq data used in the KPMP Atlas Explorer v1.5. 2024. <https://doi.org/10.48698/mg7h-bc51>
13. Pfaffl, MW: A new mathematical model for relative quantification in real-time RT-PCR. *Nucleic Acids Res*, 29: e45, 2001.
14. Torre, D, Lachmann, A, Ma'ayan, A: BioJupies: Automated Generation of Interactive Notebooks for RNA-Seq Data Analysis in the Cloud. *Cell Syst*, 7: 556-561 e553, 2018.
15. McLean, CY, Bristor, D, Hiller, M, Clarke, SL, Schaar, BT, Lowe, CB, Wenger, AM, Bejerano, G: GREAT improves functional interpretation of cis-regulatory regions. *Nat Biotechnol*, 28: 495-501, 2010.

16. Hilliard, S, Song, R, Liu, H, Chen, CH, Li, Y, Baddoo, M, Flemington, E, Wanek, A, Kolls, J, Saifudeen, Z, El-Dahr, SS: Defining the dynamic chromatin landscape of mouse nephron progenitors. *Biol Open*, 8, 2019.
17. Flechner, SM, Kurian, SM, Head, SR, Sharp, SM, Whisenant, TC, Zhang, J, Chisnar, JD, Horvath, S, Mondala, T, Gilmartin, T, Cook, DJ, Kay, SA, Walker, JR, Salomon, DR: Kidney transplant rejection and tissue injury by gene profiling of biopsies and peripheral blood lymphocytes. *Am J Transplant*, 4: 1475-1489, 2004.
18. Nakagawa, S, Nishihara, K, Miyata, H, Shinke, H, Tomita, E, Kajiwara, M, Matsubara, T, Iehara, N, Igarashi, Y, Yamada, H, Fukatsu, A, Yanagita, M, Matsubara, K, Masuda, S: Molecular Markers of Tubulointerstitial Fibrosis and Tubular Cell Damage in Patients with Chronic Kidney Disease. *PLoS One*, 10: e0136994, 2015.
19. Balzer, MS, Doke, T, Yang, YW, Aldridge, DL, Hu, H, Mai, H, Mukhi, D, Ma, Z, Shrestha, R, Palmer, MB, Hunter, CA, Susztak, K: Single-cell analysis highlights differences in druggable pathways underlying adaptive or fibrotic kidney regeneration. *Nat Commun*, 13: 4018, 2022.
20. Chen, Z, Li, Y, Yuan, Y, Lai, K, Ye, K, Lin, Y, Lan, R, Chen, H, Xu, Y: Single-cell sequencing reveals homogeneity and heterogeneity of the cytopathological mechanisms in different etiology-induced AKI. *Cell Death Dis*, 14: 318, 2023.

## SUPPLEMENTAL FIGURE LEGENDS

### Supplemental Figure 1. Phenotype and quality control metrics in snRNA-seq samples.

(A) Protocol for inducing AAI injury in *hKLF6<sup>OE</sup>* mice for snRNA-seq analysis. (B) Serum creatinine in control and *hKLF6<sup>OE</sup>* mice after one injection of AAI. (C) Histological analysis of kidneys used for snRNA-seq, using periodic acid Schiff (PAS) staining. Scale bars = 250µm (main images) and 50µm (magnified areas). (D-E) Quality control metrics for snRNA-seq samples pre- (D) and post- (E) filtering. The numbers of genes (nFeature\_RNA), UMIs (nCount\_RNA), and percentage of mitochondrial transcripts (percent.mt) are shown, along with the correlations between UMIs and percentage of mitochondrial transcripts, and between UMIs and genes, for each sample. A total of 34,290 cells passed the QC parameters and were used for analysis.

**Supplemental Figure 2. Pathway and GO term analysis of DEGs in *hKLF6<sup>OE</sup>* versus control mice for PT clusters.** (A) Pathway analysis of upregulated genes in *hKLF6<sup>OE</sup>* versus control PT clusters. (B) WikiPathways analysis of genes downregulated and upregulated in *hKLF6<sup>OE</sup>* versus control PT clusters. (C) GO term analysis of upregulated genes in *hKLF6<sup>OE</sup>* versus control PT clusters. GeneRatio = fraction of DEGs found in each gene set; p.adjust = false discovery rate.

**Supplemental Figure 3. Expression of marker genes.** (A) Expression of previously reported marker genes from “maladaptive PT” cluster<sup>19</sup>. (B) Expression of *Klf6* across all clusters and samples.

How the deposited data were processed for this re-analysis (not part of the article)

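Single-nucleus RNA sequencing of kidneys from 4 mice was used, 1 mouse each of control, control with AAI, h*KLF6* OE and h*KLF6* OE with AAI. The paper gives a doxycycline diet of 200 mg/kg, a single AAI injection of 2 mg/kg and collection after 24 hours. The signal values were made by the authors: counts of each nucleus were scaled to 10000 and averaged over the nuclei of 1 cluster and 1 mouse, on a linear scale, as deposited. The function that made the table is not stated, and the unit was read from the values, which are at least 0, not whole, and sum to 10000 in each of 92 columns. Before that, the authors counted reads with Cell Ranger on a mouse pre-mRNA reference, filtered nuclei by the number of genes and the mitochondrial share, and clustered them with Seurat. Removal of doublets is described for the chromatin data and not for these. Depth and the number of nuclei per column are not in the table, so the precision of a single value could not be given.

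Of 19632 gene rows, 23 with date-like names, as a spreadsheet makes from gene symbols, were left out, which leaves 19609. Names of the 23 clusters were assigned by the order of the sheets of the paper's marker table and checked on the 8 sheets held, of which 7 are complete. Differences were taken on the log2 scale with a pseudocount of 1, among genes with a larger value of at least 0.5, with a threshold of 0.2. Injured clusters were compared with the unweighted mean of the 5 normal proximal tubule clusters of the same AAI-treated mouse, and a gene was counted when both mice passed and moved the same way. h*KLF6* OE was compared with control without injury, and AAI with no injury within each genotype. No test between conditions was made, since each has 1 mouse, and no model across the 4 mice was fitted. The paper's own tests took nuclei as replicates. Gene length was the genomic span in the GENCODE annotation of GRCm38, held by 19315 rows, in the paper's classes of under 30 kb, 30 to 100 kb and over 100 kb, with exact 95% binomial intervals over genes.

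There were 22 gene lists: p53 targets, PPAR signaling, mitochondrial long chain fatty acid *β*-oxidation, proximal tubule transport and metabolism, MAPK signaling and inflammation, branched-chain amino acid catabolism, S phase, G2/M phase, macrophage markers, Hnrnp and Srsf genes, mRNA splicing and processing, cytosolic ribosomal proteins, translation factors, nuclear genes of oxidative phosphorylation, mitochondrially encoded genes, RNA polymerase II subunits, subunits of the other RNA polymerases, and 4 lists read from the paper's figures. They stand in for the paper's pathways and are not the pathway databases. The 18 lists not read from figures were compared with 10000 random lists of the same size drawn within 20 bins of mean expression where at least 3 members passed. The genes named are those the paper names in its text or in Figures 1B, 1E and 2B, the 5 largest rises and falls in each injured cluster, the 3 largest in PT-S3-2 between genotypes, and the member of a list with the largest change. *Spag5* and members named for the opposite direction were chosen after their values were seen.

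The alternatives were a pseudocount of 0.1, no filter, a minimum value of 2, thresholds of 0.5 and 1, normal clusters weighted by the paper's cell totals, the 3 PT-S3 clusters as the reference, the uninjured mouse as the reference, each AAI-treated mouse alone, centring on the median, leaving out the 13 mitochondrially encoded genes, and protein-coding genes only. Comparisons with the mean of the other 22 clusters, and the lengths of PT-S3 cluster genes, were added after the data were seen. The code was tested on simulated data with a log2 change of 1 in 200 of 3620 tested genes. In these, 100% of raised and lowered genes were called, and 0% of the others. The noise was the difference between the normal proximal tubule means of the 2 AAI-treated mice, shuffled over all genes. Changed genes had a value of at least 1. Such noise is small and the change is large, so the test gives no error rate for calls near 0.2 or in sparse columns. Of simulated lists without a shift, 4% lay beyond percentiles 2.5 and 97.5, and of lists shifted by 0.2, 100% lay above the latter. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used. Cell line, tissue staining, human and cisplatin data, and the phase of single nuclei, were not analysed here.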

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

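The tests of abundant InjuredPT-A transcripts, of free RNA spread alike, of short genes in macrophages and of the uninjured h*KLF6* OE library were chosen only after the results were seen. The limits of the first were tightened after its values were seen. The test of free RNA and the last were then found to decide nothing. The other tests were written before.

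*Polr2a* rose with AAI in mesangial cells and macrophages, for which the paper gives no change of *Polr2a* with AAI, though it notes high expression in some interstitial cells. In mesangial cells (MC), the log2 difference was 1.57 in control and 1.38 in h*KLF6* OE, and in macrophages 1.54 and 1.15. With a pseudocount of 0.1, these were 2.14 and 1.93, and 3.04 and 1.70. Centring and leaving out mitochondrially encoded genes moved them by less than 0.1. In the descending limb (LH-DL), the differences were 0.89 and 1.30. Each rests on 1 mouse against 1. The macrophage columns with AAI are sparse, with 63.4% of genes at 0 in control, the highest share of any column, and 56.9% in h*KLF6* OE. *Klf6* in macrophages fell by 0.96 in control and rose by 1.04 in h*KLF6* OE, so single genes of this cluster are uncertain. The cluster also held the endothelial marker *Flt1*, at 6.68 as the mean over the 4 mice.

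Free RNA spread alike over all clusters would raise *Polr2a* by a like amount in each, if their nuclei held a like number of counts. The rise over 16 clusters outside the proximal tubule went from -0.56 to 4.25 in control and from -0.54 to 3.35 in h*KLF6* OE, with medians of 0.618 and 0.570, and the lower of the 2 ranges, 3.88, was above the largest difference between genotypes in 1 cluster, 2.44. This argues against an equal spread. A change like that of InjuredPT-A would raise short genes. Of genes higher with AAI in both genotypes, 32.9% were short in MC, where all genes passing the filter were 34.3% short, and 27.8% in macrophages, against 33.0%. This argues against the same change over all genes, while a response limited to the abundant transcripts of InjuredPT-A stays open.

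InjuredPT-A nuclei or RNA mixed into these clusters may raise *Polr2a*. The share needed in MC was 18.3% in control and 15.0% in h*KLF6* OE. A test on the summed proximal tubule list decided nothing. In MC and macrophages, the list is lower in InjuredPT-A than in the uninjured cluster, so that mixing would need a fall (lowest needed change, -27.6). In LH-DL, mixing would need rises of 4.82 and 6.86 where changes of -67.9 and -109.2 were seen, but the sum without injury, 217 and 223, is high enough to hide a share of that size. Over 44 and 42 genes at 5 or more in InjuredPT-A and at least 4 times their value in uninjured MC, the observed rise was 1.05 (0.846 to 1.26) and 1.31 (1.13 to 1.59) times the needed one, and all of them rose. The transcripts that mixing needs are thus present in MC. In LH-DL, the medians were 0.586 (0.312 to 0.881) and 0.55 (0.373 to 0.990), and in macrophages 0.51 (0.130 to 1.22) and 0.786 (0.303 to 1.46). In LH-DL, both intervals lie under 1, so these transcripts rose by less than the share needs, but not by far less, and mixing behind part of the rise stays open. In macrophages, mixing and a response of the cells cannot be told apart, since the intervals are wide and include 1. A response of these cells to AAI stays open as untested.

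The medians of the cytosolic ribosomal proteins with AAI had opposite signs in the 2 genotypes. Over the normal proximal tubule, the median difference was 0.16 in control, which is under the threshold of 0.2 and has no called direction, and -0.30 in h*KLF6* OE. In control, 7 of 23 genes were higher and none lower, and in h*KLF6* OE 29 of 35 were lower. The difference between genotypes was not tested, since each condition has 1 mouse. With no filter, the medians were 0.034 and -0.16. Between genotypes, the AAI-treated mice differed by -0.13 (-0.19 to -0.08 over the 5 clusters) and the uninjured mice by 0.30, but these restate the same 4 values and decide nothing. The uninjured h*KLF6* OE library standing apart cannot be told apart from an effect of genotype as the source of the fall in h*KLF6* OE, since 1 mouse is held for each. It has no part in the comparison within control. An effect of the genotype without injury stays open as untested.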

How the results depend on the processing

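Values are given as the control and then the h*KLF6* OE mouse with AAI where there are 2. No test was chosen after the results were seen in this part, and the alternatives were set before the data were examined. The cause of a change was not tested, except where the construction of an alternative gives it. The limits were the 95% interval over genes for a list median or a percentage, a fixed ratio for counts, and 0.2 for single genes. Of the values that answer a comparison, 288 stayed within these limits and 115 moved beyond. The interval of a short list is wide, so staying within it does not show stability. Fatty acid *β*-oxidation in PT-S3-2 went from 0.06 to -0.47 and still counts as stayed. Leaving out mitochondrially encoded genes, which changes little by construction, gave 48 of the 288. Of the values for other lists and single genes, 676 stayed and 202 moved beyond. A value under the threshold of 0.2 has no called direction, and 5 called values changed sign, none of which answers a comparison. The weighting of the normal clusters by the paper's cell totals moved none of the values that answer a comparison, and neither did leaving out mitochondrially encoded genes, which scales the other genes of a column alike. The restriction to protein-coding genes was run on the 4 percentages of gene length alone and moved none of them.

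The 5 called values that changed sign were these. With a minimum value of 2, fatty acid *β*-oxidation in InjuredPT-A went to -0.68 and -0.37 from 0.21 and 0.26, and the list of MAPK signaling and inflammation in the h*KLF6* OE mouse to -0.017. Against the uninjured mouse, the mitochondrially encoded genes in InjuredPT-A of the h*KLF6* OE mouse went from 1.08 to -0.089. Against the PT-S3 clusters, *Slc5a12* in InjuredPT-B of the control mouse rose to 0.44. A minimum value of 2 left no ribosomal protein gene in InjuredPT-A, so there is no value. Uncalled values near 0 changed sign more often. In PT-S3-2, fatty acid *β*-oxidation in h*KLF6* OE against control went from 0.06 to -0.47 with a minimum value of 2. With AAI in normal proximal tubule of the control mouse, it went from 0.06 to -0.36 at that minimum. Branched-chain amino acid catabolism there, at 0.00, went to -0.11 at that minimum and stayed within 0.01 of 0 on either side after centring and without mitochondrially encoded genes.

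With a pseudocount of 0.1, the values that moved in InjuredPT-A were the percentage of short genes among higher genes 65.3%, p53 targets 1.43 and 1.40, proximal tubule transport and metabolism -1.16 (control), mRNA splicing and processing 0.94 and 0.88, ribosomal proteins 0.97 and 1.24, translation factors 1.28 and 1.23, *Polr2a* 3.66 and 3.69 and *Klf6* 3.90 and 3.99. In InjuredPT-B, these were the number of higher genes 1642, p53 targets 0.81 and 0.81, proximal tubule transport and metabolism -0.72 and -0.95, MAPK signaling and inflammation 1.10 (control), *Polr2a* 1.31 and 1.23 and *Klf6* 2.05 and 2.12. For h*KLF6* OE against control in PT-S3-2, these were ribosomal proteins 0.72 and nuclear genes of oxidative phosphorylation 0.49. For AAI against no injury in normal proximal tubule, these were p53 targets 1.35 and 1.59, ribosomal proteins 0.39 and -0.69 and branched-chain amino acid catabolism -0.28 (h*KLF6* OE).

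With no filter on low values, the values that moved in InjuredPT-A were the percentage of short genes among higher genes 72.7%, p53 targets 0.34 and 0.34, mRNA splicing and processing 0.34 and 0.30, ribosomal proteins 0.36 and 0.44 and translation factors 0.28 and 0.24. In InjuredPT-B, the values were the percentage of short genes among higher genes 36.4%, p53 targets 0.19 and 0.24 and MAPK signaling and inflammation 0.14 and 0.15. For h*KLF6* OE against control in PT-S3-2, the values were ribosomal proteins 0.16 and nuclear genes of oxidative phosphorylation 0.17. For AAI against no injury in normal proximal tubule, the values were ribosomal proteins 0.034 and -0.16.

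With a minimum value of 2, which leaves fewer genes, the values that moved in InjuredPT-A were the number of higher genes 439, the number of lower genes 606, the percentage of short genes among higher genes 56.9%, p53 targets 1.52 and 1.41, mitochondrial long chain fatty acid *β*-oxidation -0.68 and -0.37, mRNA splicing and processing 0.83 and 0.69, MAPK signaling and inflammation -0.017 (h*KLF6* OE) and translation factors 0.88 (h*KLF6* OE). In InjuredPT-B, the results were the number of higher genes 280, the number of lower genes 305, the percentage of short genes among higher genes 16.6%, the percentage of medium or long genes among lower genes 84.9% and p53 targets 0.75 and 0.70. For h*KLF6* OE against control in PT-S3-2, the results were nuclear genes of oxidative phosphorylation 0.40. For AAI against no injury in normal proximal tubule, the results were p53 targets 1.36 and 1.67 and mitochondrial long chain fatty acid *β*-oxidation -0.36 (control).

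After centring on the median of all genes, the values that moved in InjuredPT-A were the percentage of short genes among higher genes 70.7%, the percentage of medium or long genes among lower genes 88.6%, mRNA splicing and processing 0.30 and 0.40 and ribosomal proteins 0.27 and 0.45. In InjuredPT-B, these were the number of higher genes 410 and p53 targets 0.29 (h*KLF6* OE). For h*KLF6* OE against control in PT-S3-2, these were nuclear genes of oxidative phosphorylation 0.29.

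With a log2 threshold of 0.5, which by construction calls fewer genes, the values that moved in InjuredPT-A were the number of higher genes 992, the number of lower genes 734 and the percentage of short genes among higher genes 72.6%. In InjuredPT-B, the values were the number of higher genes 107 and the number of lower genes 208.

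With a log2 threshold of 1, which calls fewer still, the values that moved in InjuredPT-A were the number of higher genes 192, the number of lower genes 264, the percentage of short genes among higher genes 75.4% and the percentage of medium or long genes among lower genes 94.3%. In InjuredPT-B, the results were the number of higher genes 8, the number of lower genes 32, the percentage of short genes among higher genes 50.0% and the percentage of medium or long genes among lower genes 93.8%.

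Against the 3 PT-S3 clusters only, the values that moved in InjuredPT-A were ribosomal proteins 0.52 (control). In InjuredPT-B, these were the percentage of medium or long genes among lower genes 77.7%, proximal tubule transport and metabolism -0.16 and -0.54 and *Slc5a12* 0.44 (control).

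Against the normal clusters of the uninjured mouse of the same genotype, the values that moved in InjuredPT-A were the percentage of short genes among higher genes 63.0%, the percentage of medium or long genes among lower genes 86.5%, p53 targets 1.17 and 1.07, *Polr2a* 3.42 (control), *Klf6* 2.80 and 2.76, ribosomal proteins 0.29 (h*KLF6* OE) and mitochondrially encoded genes -0.089 (h*KLF6* OE). In InjuredPT-B, the values were the percentage of short genes among higher genes 26.6%, the percentage of medium or long genes among lower genes 72.1%, p53 targets 0.80 and 0.91, *Polr2a* 1.27 (control), *Klf6* 1.30 and 1.28 and proximal tubule transport and metabolism -0.81 (h*KLF6* OE).

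With 1 of the 2 AAI-treated mice left out, the higher genes of InjuredPT-B numbered 1568 to 1615, since a gene no longer had to pass in both. In InjuredPT-A, 65.0% to 68.3% of higher genes were short and 88.5% to 89.9% of lower genes medium or long. In InjuredPT-B, these were 30.4% to 39.8% and 76.1% to 81.6%.

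The number of nuclei and counts behind each value is not in the table, so the limit that depth sets on a value was not measured. Genes under the minimum value, among them most genes of the S and G2/M phase lists, gave no result.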

Differences from the paper's values

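The fold changes compared here were chosen after the data were seen: the paper's supplement compares InjuredPT-A with the other clusters over the nuclei of all mice, and the values here are the mean over the AAI-treated mice of the difference from the mean of the other 22 clusters. For *Polr2a*, the paper's value is 3.02 and the value here 2.89. By the same rule it differed under 3 alternatives set before the data were examined, but not in 1 direction: it was above the paper's value with a pseudocount of 0.1 (3.29) and below it after centring (2.74) and leaving out mitochondrially encoded genes (2.90). For *Klf6*, the paper's value is 2.37 and the value here 2.18, and the same alternatives gave 3.02, 2.03 and 2.19, which differ too, again above the paper's value with a pseudocount of 0.1 and below it otherwise. For *Trp53inp1*, the paper's value is 2.67 and the value here 2.35. A pseudocount of 0.1 gave 2.83, which does not differ by more than the spread between the mice, while centring (2.20) and leaving out mitochondrially encoded genes (2.36) did. Of 8 genes compared in this way, these 3 differed and 5 did not: Gm28153, Gm3448, *Spag5*, *Cdkn1a* and *Cxcl1*. After centring Gm3448 differed too (2.73 in the paper, 2.37 here), and with a pseudocount of 0.1 *Cdkn1a* (2.52 in the paper, 3.44 here). For *Polr2a*, *Klf6* and *Trp53inp1*, the paper's value lies between those with pseudocounts of 0.1 and 1, so the size and the sign of the gap depend on that choice. The spread is the difference between 2 mice, so it is itself uncertain.

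The paper states that PPAR signaling was downregulated in PT-S3-2 of h*KLF6* OE mice. Of the 25 genes, 6 were higher and 4 lower, and the median was 0.06, above 0 under each alternative. For fatty acid *β*-oxidation, the paper states the same. The tally of 0 higher and 3 lower of 11 goes the paper's way and the median of 0.06 does not, but with a minimum value of 2 it was -0.47. The lists here are not the paper's pathways, and the measure differs too. The paper looked for pathways enriched among its top lowered genes, which is possible for a pathway with a median near 0. *Ehhadh*, on both lists, fell by -1.13 here. The values therefore do not contradict the paper's statements.

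The paper gives long genes as the largest class of genes specific to the PT-S3 clusters. In the counts here, a measure chosen after the data were seen, medium genes were the largest class in PT-S3-1 (38.9%, and 35.9% long), PT-S3-2 (40.2% and 33.5%) and PT-S3-3 (39.7% and 34.1%), and the exact 95% binomial intervals of medium and long genes overlap in each. In the paper's own sheets, long genes were the largest class in PT-S3-1 (40.0%, and 35.5% medium), and medium genes in PT-S3-2 (39.4%, and 36.6% long) and PT-S3-3 (38.6%, and 35.6% long).

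The paper states that *Klf6* was most highly upregulated in both injured clusters. InjuredPT-A ranked 1 of 23 clusters in both AAI-treated mice. By its rise with AAI at a pseudocount of 1, InjuredPT-B ranked 3 in control (1.09, after MC at 1.19) and 2 in h*KLF6* OE (1.26). A difference from the statement is thus in the control mouse alone, and it depends on the pseudocount. In control, *Klf6* went from 0.404 to 2.00 in InjuredPT-B and from 0.691 to 2.85 in MC. The ratio was larger in InjuredPT-B, so a smaller pseudocount can place InjuredPT-B ahead of MC. In the uninjured control mouse, 51.3% of genes were at 0 in InjuredPT-B, so the value of 0.404 and the rank are uncertain. By its value with AAI, InjuredPT-B ranked 3 in each, after MC (2.85) in control and macrophages (2.22) in h*KLF6* OE. The paper names *Polr2a* as the highest upregulated gene of InjuredPT-A. Against the other clusters, it ranked 1 in control and 3 in h*KLF6* OE, and in the paper's own sheet it ranks 2, after Gm28153.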

Other observations

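The test of the share of mitochondrially encoded transcripts was chosen only after its result was seen, and the other tests were written before. The reading of 3 of these, on free proximal tubule RNA, on a change of proximal tubule cells alone and on cytoplasmic RNA, was changed after their values were seen, from an argument against the explanation to an open one, because members went both ways, free RNA stayed open or other transcripts rose.

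The ribosomal and mitochondrial rise in uninjured h*KLF6* OE was not limited to the proximal tubule. In the 16 clusters outside it, the median over clusters was 0.43 for mitochondrially encoded genes, 0.34 for ribosomal proteins and 0.27 for nuclear genes of oxidative phosphorylation. More free proximal tubule RNA in that library could give the rise. The proximal tubule list had a median over those clusters of -0.062, with 19 of 52 members above 0, while its summed values were above control in 14 of 16 clusters (median ratio, 1.10), so this stays open. A change of proximal tubule cells alone, carried into other clusters by free RNA, cannot be told apart from a rise in many cell types for the same reason. With 1 mouse per genotype, a difference between the libraries unrelated to genotype cannot be told apart from genotype. An effect of KLF6 on many cell types stays open as untested, since the overexpression is global.

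Short genes were higher and long genes lower in InjuredPT-A. Mitochondrially encoded transcripts taking more of the counts may shift other genes, but would scale all of them alike. The median of short nuclear genes was above that of long ones by at least 0.98 in both AAI-treated mice, which argues against that share as the whole cause. Different expression levels of short and long genes also leave the pattern: short genes were above long ones in each of 10 bins of expression in both mice, by 0.59 to 1.99. More cytoplasmic RNA carried with these nuclei cannot be told apart from a transcriptional change. Short proximal tubule genes had medians of -0.42 (-0.84 to 0.23) and -0.37 (-0.51 to 0.33), against 0.47 and 0.46 for other short genes, but such genes fall with injury anyway. Other cytoplasmic transcripts rose, with medians of 0.32 and 0.53 for nuclear genes of oxidative phosphorylation and 0.62 and 1.08 for mitochondrially encoded genes. The 0.32, of the control mouse, lay at percentile 87.7 of the random lists, so it does not stand apart from the other genes. A switch in transcription, as the paper proposes, stays open as untested here.

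*Polr2a* in InjuredPT-A was 23.3 in h*KLF6* OE with AAI and 24.3 in control with AAI, and in InjuredPT-B 4.14 and 4.70. The paper's comparison of genotypes is part of its analysis integrated with chromatin data, which has another clustering with 1 injured proximal tubule cluster, so the values are not of the same groups of nuclei. None of 18 macrophage markers passed the filter in either injured cluster. The 2 subunits of other RNA polymerases that passed in InjuredPT-A had a median of 0.57 in control and 0.80 in h*KLF6* OE, and in InjuredPT-B 0.00 and -0.01.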
